# Adjuvant COX inhibition augments STING signaling and cytolytic T cell infiltration in irradiated 4T1 tumors

**DOI:** 10.1172/jci.insight.165356

**Published:** 2024-05-21

**Authors:** Lisa A. Ridnour, Robert Y.S. Cheng, Noemi Kedei, Veena Somasundaram, Dibyangana D. Bhattacharyya, Debashree Basudhar, Adelaide L. Wink, Abigail J. Walke, Caleb Kim, William F. Heinz, Elijah F. Edmondson, Donna O. Butcher, Andrew C. Warner, Tiffany H. Dorsey, Milind Pore, Robert J. Kinders, Stanley Lipkowitz, Richard J. Bryant, Jens Rittscher, Stephen T.C. Wong, Stephen M. Hewitt, Jenny C. Chang, Aliaa Shalaby, Grace M. Callagy, Sharon A. Glynn, Stefan Ambs, Stephen K. Anderson, Daniel W. McVicar, Stephen J. Lockett, David A. Wink

**Keywords:** Inflammation, Oncology, Adaptive immunity, Breast cancer

## Abstract

Immune therapy is the new frontier of cancer treatment. Therapeutic radiation is a known inducer of immune response and can be limited by immunosuppressive mediators including cyclooxygenase-2 (COX2) that is highly expressed in aggressive triple negative breast cancer (TNBC). A clinical cohort of TNBC tumors revealed poor radiation therapeutic efficacy in tumors expressing high COX2. Herein, we show that radiation combined with adjuvant NSAID (indomethacin) treatment provides a powerful combination to reduce both primary tumor growth and lung metastasis in aggressive 4T1 TNBC tumors, which occurs in part through increased antitumor immune response. Spatial immunological changes including augmented lymphoid infiltration into the tumor epithelium and locally increased cGAS/STING1 and type I IFN gene expression were observed in radiation-indomethacin–treated 4T1 tumors. Thus, radiation and adjuvant NSAID treatment shifts “immune desert phenotypes” toward antitumor M1/TH1 immune mediators in these immunologically challenging tumors. Importantly, radiation-indomethacin combination treatment improved local control of the primary lesion, reduced metastatic burden, and increased median survival when compared with radiation treatment alone. These results show that clinically available NSAIDs can improve radiation therapeutic efficacy through increased antitumor immune response and augmented local generation of cGAS/STING1 and type I IFNs.

## Abstract 2

Inexpensive, clinically available NSAIDs may provide alternative and effective immunetherapeutic options for the treatment of aggressive, chemoresistant tumors.

## Introduction

The immune checkpoints programmed cell death 1/programmed death ligand 1 (PD-1/PD-L1) are key regulators of the immune system that are crucial for self-tolerance and are exploited by tumors for their survival and disease progression. In recent years, checkpoint inhibitors have been employed in cancer therapies to limit immunosuppression and promote antitumor M1/Th1 immune responses; this has improved treatment efficacy and clinical outcomes of some tumors (1). However, there remain a substantial fraction of cancers that do not respond to immunotherapeutic intervention, such as triple-negative breast cancer (TNBC). Recent reports have shown that patients with TNBC present with elevated PD-L1 tumor expression; however, only 8%–20% respond to checkpoint inhibitor therapy (2, 3). These observations suggest that other mechanisms prevent maximum tumor immune response.

The efficacies of conventional chemotherapies and focused irradiation can be enhanced by a proactive immune response. For example, augmented radiation-induced tumor growth delay by TGF-β neutralizing antibody is completely abated by CD8^+^ or CD4^+^ T cell depletion, implicating the requirement of cytolytic T cells for improved radiation therapeutic efficacy (4). Similarly, inhibition of the immunosuppressive enzyme indoleamine 2,3-dioxygenase (IDO) also improves standard of care therapy (5). This observation is supported by recent studies in melanoma demonstrating that elevated products of tryptophan catabolism by IDO limits responsiveness of immune-based therapies (6). In addition, targeting IL-10 increased the therapeutic efficacies of radiation and CpG treatments (7, 8). Importantly, IL-10 blockade increased the survival of tumor-bearing mice by 30% (9). These findings demonstrate roles of alternative immune-suppressive pathways in addition to PD-1/PD-L1 that, when targeted, enhance proinflammatory immune responses and therapeutic efficacies.

In addition to the immunosuppressive pathways described above, the inducible forms of nitric oxide synthase (iNOS or NOS2) and cyclooxygenase-2 (COX2) modulate inflammatory microenvironments (10, 11). Interestingly, elevated tumor expression of NOS2 and COX2 predicts poor survival in estrogen receptor–negative (ER^–^) patients (12–14). Both NOS2 and COX2 promote drug resistance, metastasis, angiogenesis, and an immunosuppressive tumor microenvironment (TME) (11, 14–17). Moreover, NOS2 and COX2 fortify their expression in a feed-forward manner as they drive multiple oncogenic pathways, including Erk, Akt, HIF1α, NF-κB, and TGF-β (SMAD), through generation of different cytokines including TNF-α, GM-CSF/G-CSF, IL-6, and IL-8 (11, 17–20). TCGA pathway analysis of NOS2/COX2^+^ tumors implicates many immune pathways, including IL-17A, IFN-γ, IL-1β, and TLR signaling in ER^–^ breast cancer (19). These data indicate that NOS2^+^ and COX2^+^ cancers induce an active immune response involving Th1- and Th17-related pathways. Given that inflammation is commonly encountered in breast cancers, the poor prognosis predicted by increased tumor expression of NOS2 and/or COX2 may in part be due to an altered tumor immune microenvironment that limits treatment efficacy and clinical outcome. Neoadjuvant therapy is a standard of care with chemo and/or radiation treatments, and this suggests that NOS2/COX2 inhibition could provide a new opportunity for improved therapeutic efficacies. Toward this end, a recent phase 1/2 clinical trial showed an improved clinical outcome defined by an overall response rate of 45.8% in patients with drug-resistant, locally advanced breast cancer (LABC) and metaplastic TNBC who received the NOS inhibitor L-NMMA and low-dose aspirin combined with taxane (21). Importantly, 27.3% of treated patients with LABC achieved pathological complete response at surgery where remodeling of the tumor immune microenvironment was observed in therapeutic responders (21).

In addition to NOS inhibitors, nonsteroidal antiinflammatory drugs (NSAIDs) have been shown to delay tumor growth, limit chemoresistance, and reduce metastasis (22). When administered in conjunction with irradiated (120 Gy) 4T1 cells, indomethacin (INDO) dramatically induced a potent antitumor immune response (23). Antitumor immunity was long lasting in 4T1 tumor–bearing mice, where 48% of mice were resistant to a second 4T1 challenge. Remarkably, this vaccine response was effective against high but not low COX2-expressing tumor cells. Since COX2 is highly expressed in many tumors, including TNBC, these results suggest that targeting COX2 may be clinically beneficial (23).

Herein, we explored the effects of pan-NOS and -COX inhibitors on radiation therapeutic efficacy in the murine 4T1 TNBC tumor model. When administered after irradiation (IR), the pan-NOS inhibitor L-NAME modestly enhanced radiation-induced tumor growth delay but did not affect lung metastatic burden. In contrast, COX inhibition by INDO reduced primary tumor growth and decreased metastasis as a single agent and in combination with focused tumor irradiation. Using CODEX imaging, elevated densities of infiltrating CD8^+^ and CD4^+^ T cells were observed in INDO- and 6 Gy + INDO combination–treated tumors, and these elevated densities were sustained through 23 days after IR. In addition, infiltration patterns differed between treated and control tumors where high leukocyte populations defined fully inflamed tumors in response to treatment. In contrast, untreated control tumors exhibited immune deserts characterized by low levels of leukocyte infiltrates. Examination of leukocyte infiltrates at earlier time points revealed elevated leukocyte infiltration at day 7 after IR. Importantly, these results are supportive of elevated CD8^+^ T cell density and penetration into tumor parenchyma observed in COX2_lo_ TNBC tumors. Three factors that appear to be important include augmented cGAS/STING and type I IFN, as well as increased tumor infiltration of cytolytic CD8^+^ T cells in combination-treated tumors. Together, these results suggest that improved antitumor immune response can be achieved by adjuvant COX2 inhibition in conjunction with radiation, which may provide a beneficial therapeutic option for treatment of TNBC and other high COX2–expressing tumors.

## Results

### Elevated tumor COX2 expression limits radiation therapeutic efficacy and leukocyte infiltration in TNBC tumors.

More than 60% of patients with cancer receive radiation therapy as part of their treatment regimen (24). In TNBC, radiation therapy is considered an option in locally advanced cases (25). Given that elevated NOS2/COX2 tumor expression is a strong predictor of poor survival among ER^–^ patients and patients with TNBC, we postulated that elevated expression of these enzymes might limit clinical outcome in conjunction with radiation treatment. This hypothesis was explored in a cohort of patients with TNBC (*n* = 147) previously treated with fractionated radiation doses totaling 50 Gy (26). When stratifying for COX2 expression, Kaplan-Meier survival analysis demonstrated that elevated COX2 tumor expression predicted poor survival (HR = 2.09; *P* = 0.026) (Figure 1). In contrast, elevated tumor NOS2 expression had no predictive value in the same patients (Figure 1). These results suggest that pharmacological COX2 inhibition could improve radiation therapeutic efficacy in patients with TNBC with high COX2–expressing tumors.

Tumor leukocyte infiltration and spatial localization predicts clinical outcomes (2, 27). However, elevated tumor COX2 is known to promote an immunosuppressive TME (11, 16, 28). To further explore the role of COX2 in altered tumor immune responses, we used InSituPlex multiplex imaging to examine the density, infiltration, and localization of CD8^+^ T cells in COX2_hi_ versus COX2_lo_ TNBC tumors (13, 14). The expression levels and spatial localization of immune biomarkers including CD3, CD4, CD8, CD68, FOXP3, PD-1, and PD-L1 (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.165356DS1) were examined relative to the tumor marker CK/SOX10 in 16 TNBC COX2_hi_ versus COX2_lo_ expressing tumors. Using this approach, Figure 2A shows 3 types of tumor immune microenvironments including (a) increased CD8^+^ T cell penetration into the tumor core in COX2_lo_ tumors (Hot-Inflamed), (b) CD8^+^ T cells that were spatially restricted to tumor stroma in COX2_hi_ tumors (Cold-Excluded), and (c) the sparse distribution or absence of CD8^+^ T cells in the tumor epithelium in COX2_hi_ tumors (Cold-Immune Desert). To further explore correlations between COX2 and CD8^+^ T cell density, total CD8^+^ T cells and CD8-to-CK/SOX10 (CK tumor marker) ratios were quantified in COX2_lo_ (red circles) versus COX2_hi_ (blue circles) tumors. This quantitative approach revealed approximately 2- to 4-fold increases in total CD8^+^ T cell number (Figure 2B) and CD8/CK ratio (Figure 2C) respectively, in COX2_lo_ tumors when compared with COX2_hi_ tumors. The spatial distribution of CD8^+^ T cells influences clinical outcome (2). Next, we examined CD8^+^ T cell spatial distribution and found elevated CD8^+^ T cell penetration into COX2_lo_ tumor epithelium when compared with COX2_hi_ tumor epithelium (Figure 2D, left). Moreover, CD8^+^ T cells restricted to COX2_hi_ tumor stroma (blue squares) were increased when compared with CD8^+^ T cells that infiltrated COX2_hi_ tumor epithelium (blue circles) (Figure 2D, middle). However, the number of CD8^+^ T cells in COX2_lo_ tumor epithelium (red circles) was not significantly different than those in COX2_lo_ tumor stroma (red squares) (Figure 2D, right). In addition, CD8^+^ T cell density in COX2_lo_ tumor epithelium (850 cells/mm^2^) was higher than COX2_hi_ tumor epithelium (189 cells/mm^2^) (Figure 2E). These results suggest that increased COX2 tumor expression promotes increased areas of immune deserts (100 cells/mm^2^) as previously described (2). Moreover, density heatmaps show mixed landscapes of stroma and marginally restricted CD8^+^ T cell aggregates as well as immune desert regions near or below 100 cells/mm^2^ in COX2_hi_ tumors (Figure 2, F and G). In contrast, COX2_lo_ tumors showed increased CD8^+^ T cell penetration (Figure 2F) and aggregation approaching 600/mm^2^ when quantified at depths of 100 μm beyond the tumor-stroma interface (Figure 2G). Further examination of the COX2/CD8 spatial relationship in COX2_hi_ tumors demonstrated elevated COX2 expression bordering the tumor margin that appeared to restrict CD8^+^ T cells penetration into the core (Figure 2H). These observations are consistent with elevated CD8^+^ T cells restricted to COX2_hi_ tumor stroma when compared with those that infiltrated into COX2_hi_ tumor epithelium (Figure 2D). In contrast, dramatically increased CD8^+^ T cell penetration into the tumor epithelium of COX2_lo_ tumors was observed (Figure 2H). Importantly, quantified COX2/CD8 ratios were increased in deceased patients with TNBC when compared with those who survived at 5 years after diagnosis (Figure 2I). In addition to CD8^+^ T cells, CD4^+^ T cells were also increased in COX2_lo_ tumors (Supplemental Figure 2). Together, these results show that elevated COX2 expression correlates with limited CD8^+^ T cell density and infiltration into the tumor epithelium in TNBC and that this spatial orientation is a limiting factor in clinical outcome.

### COX inhibition improves radiation therapeutic efficacy and leukocyte infiltration in 4T1 tumor–bearing mice.

Given that elevated COX2 tumor expression limited radiation therapeutic efficacy (Figure 1) and that reduced CD8^+^ T cell infiltration and increased COX2/CD8 ratios were observed in COX2_hi_ tumors and deceased patients (Figure 2), COX2 effects on radiation therapeutic efficacy was further examined in 4T1 tumor–bearing mice. The murine 4T1 model was used because the disease progression of 4T1 tumors closely follows TNBC disease progression in humans, as defined by spontaneous metastasis from the primary tumor to lymph nodes, blood, liver, lung, brain, and bone (29). 4T1 tumor–bearing mice were treated with 1 dose of 6 Gy x-rays (Supplemental Figure 3), and this effectively induced a tumor growth delay in 4T1 tumor–bearing mice that could be further augmented by combination treatment. A single dose of 6 Gy x-rays gave the same response as 30 Gy total dose administered in 6 Gy dose fractions in 4T1 tumor–bearing mice as reported by Vanpouille-Box et al. (4). Given that the dose enhancement ratio (DER; the slope of tumor growth in treated/control; Supplemental Table 1) in our study was consistent with that of Vanpouille-Box (4), along with limited stress to the mice and the radiation sensitivity of T cells (30), we used the single-dose method. INDO — a potent, clinically available NSAID — was used for combination treatment based upon (a) its accumulation in high COX2–expressing tumors due to its slow rate of release from the COX2 enzyme and (b) its ability to increase expression of the PGE2 consumptive enzyme PGDH (31, 32). When compared with control untreated mice, intermediate tumor growth delays were observed in mice treated with 6 Gy or INDO as single agents (Figure 3A). However, when administered in combination, 6 Gy + INDO abated tumor growth through 30 days as shown in Figure 3A. Similar combination effects were observed in EMT-6 (BALB/c) and EO771 (C57BL/6) tumor–bearing mice (Supplemental Figure 4). Our earlier work reported DER in a nonmetastatic squamous cell carcinoma (SCC) murine model that showed improved radiation-induced tumor growth delay by the pan-NOS inhibitor L-NAME (DER 1.8), which involved abated IL-10 expression and increased CD8^+^ T cell number and activation (7). Herein, the NOS inhibitor L-NAME modestly enhanced the radiation-induced growth delay (DER 1.4) (Figure 3B) with no effect on metastatic burden (data not shown). In contrast, when compared with untreated controls, single-agent INDO and 6 Gy + INDO combination treatment reduced lung metastatic burden (Figure 3C) and improved median survival (Figure 3D) in 4T1 tumor–bearing mice. In addition, RNA-Seq gene expression analysis showed significantly reduced IL-10 gene expression by INDO treatment when compared with control untreated mice (Figure 3E), and this supports earlier studies and further implicates COX2 in the regulation of immune suppression and adaptive immunity (7, 9). 

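RNA was sequenced from 94 subcutaneous tumors of 4T1, a mouse mammary carcinoma line, in female BALB/c mice. INDO, an NSAID that inhibits COX1 and COX2, was given at 30 mg/L in drinking water. Tumors were taken 1, 3, 7, 15 and 23 days after 6 Gy IR. Untreated controls numbered 4, 5, 5, 3 and 3 on those days. Treated groups held 5 tumors each, apart from 4 given 6 Gy + INDO on day 3. The labels number the tumors of a group, and the p values of single genes measure the spread between these tumors. The paper names the Illumina Stranded Total RNA Prep kit, and the sample labels name TruSeq Stranded Total RNA. The authors trimmed reads with Cutadapt and worked in Partek Flow. The submitters' notes list cutadapt, STAR, Partek 11.0.24.0328 and mm10, without a role for each. The gene annotation is not given in the sources used here. The deposited values are expected counts of 49080 genes, given to 1 decimal. They sum to a median of 73.4 M counts (mega) in control tumors, 66.6 M after 6 Gy, 41.0 M with INDO and 37.5 M with 6 Gy + INDO, and to 21.0 M in the smallest library. Counts were rounded to whole numbers and scaled by TMM, and genes with few reads were left out. Within a day 21133 to 22276 genes were tested, and 29373 over all 94 tumors. edgeR quasi-likelihood fits compared each treatment with control within a day and as a mean over the 5 days. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested), and each log2 fold change is given with its SE. In addition, 25 gene lists were tested with limma camera at a preset correlation of 0.01, adjusted over the lists of a comparison. This test sets the genes of a list against all other genes. Of 239 list calls over 21 comparisons, 9 hold with an estimated correlation. After 6 Gy, as a mean over days, these are T cells (adjusted p = 0.048), macrophages (0.019), dendritic cells (0.0081), endothelium (0.0081), fibroblasts (0.018) and adipocytes (0.04). On day 1 they are the prostaglandin pathway (0.034) and neutrophils (0.034) with INDO, and the prostaglandin pathway (0.03) with 6 Gy + INDO. In 11 of the 94 tumors, 328 to 1902 CPM (counts scaled to library size) fell on olfactory and vomeronasal receptor genes, which sense odors and pheromones in the nose. The others held 44.2 to 135 CPM. These high-receptor tumors are 6 Gy + INDO replicates 1, 2 and 4 on day 3, 2, 3 and 5 on day 7, and 2 and 4 on day 23, INDO replicate 5 on day 1 and 3 on day 15, and control replicate 1 on day 15. The paper normalized to internal housekeeping genes that it does not name. Scaling by 14 housekeeping genes shifted the median log2 fold change of all genes by more than 0.1 in 13 comparisons. On single days the shift was -0.12 for 6 Gy on day 1, 0.18 and 0.14 for INDO on days 7 and 15, and 0.11, 0.36, 0.27, 0.12 and 0.18 for 6 Gy + INDO on days 1 to 23. Over days it was 0.11 for INDO, 0.23 for 6 Gy + INDO, 0.26 and 0.12 for 6 Gy + INDO against 6 Gy and against INDO, and 0.15 for the interaction.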

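Il10 encodes IL-10, a cytokine that dampens antigen presentation and T cell responses. On day 1 it measured 2.09 ± 0.975 CPM (mean ± SD) in untreated controls (n = 4), 1.74 ± 2.05 after 6 Gy, 0.837 ± 0.731 with INDO and 0.451 ± 0.297 with 6 Gy + INDO (n = 5 each). Ptgs2, the gene of COX2, fell from 105 ± 16.8 CPM in controls to 52.1 ± 6.79 with INDO (log2 fold change -1.01, SE 0.14, edgeR adjusted p = 0.0001) and 45.3 ± 7.87 with 6 Gy + INDO (-1.21, SE 0.14, 1.1e-05), and all treated tumors of both groups lay below all controls. Il6, an inflammatory cytokine, fell from 7.48 ± 2.3 CPM to 1.17 ± 0.427 and 1.03 ± 0.342 in the same groups (log2 fold changes -2.66 and -2.86, SE 0.313 and 0.314, adjusted p = 1.9e-05 and 5.7e-06), and fell after 6 Gy alone as well (-1.99, SE 0.305, 0.00022). Il10ra, which encodes a chain of the IL-10 receptor, and Ptger4, a receptor of prostaglandin E2, fell with each treatment: Il10ra from 37.8 CPM to 16.4, 19.5 and 15.5, and Ptger4 from 14.4 to 5.33, 6.65 and 6.01 (6 Gy, INDO, 6 Gy + INDO, adjusted p at most 3.3e-05 and 0.00036). For Il10, exact permutation tests (both sides, 126 splits) against controls gave p = 0.778 for 6 Gy, 0.0556 for INDO and 0.00794 for 6 Gy + INDO, the smallest that 4 against 5 tumors allow. Adjusted over these 3 comparisons the values are 0.778, 0.0833 and 0.0238. On the counts as deposited, 161 ± 92.3 in controls, 82.0 ± 76.1, 36.6 ± 24.5 and 25.6 ± 19.5, the exact p was 0.19, 0.0159 and 0.0159. These counts are not scaled to library size. Median totals on day 1 were 70.0 M in controls and 65.9, 42.2 and 65.2 M in these groups, so depth enters the difference with INDO. The exact p of CPM for INDO was 0.0286 without INDO replicate 1. In edgeR, Il10 fell with 6 Gy + INDO only (-2.21, SE 0.75, adjusted p = 0.039). That call is lost without control replicate 2, 3 or 4, or without 6 Gy + INDO replicate 1, 3 or 5 (adjusted p up to 0.11). On later days Il10 was called in no treatment (adjusted p at least 0.22), at 1.65, 2.75, 3.01 and 1.52 CPM on day 3, 3.16, 3.51, 3.29 and 4.05 on day 7, 4.54, 2.90, 4.63 and 4.70 on day 15, and 2.00, 3.99, 3.65 and 4.18 on day 23 (control, 6 Gy, INDO, 6 Gy + INDO). Its change with 6 Gy + INDO differed between days (adjusted p = 0.0171). Of 30 immunosuppressive mediators, 2 were higher and 13 lower after 6 Gy, 1 and 12 with INDO, and 2 and 15 with 6 Gy + INDO (2 and 13, 2 and 16, and 2 and 16 adjusted over the list alone). The list's adjusted p was 2.6e-06, 6.1e-07 and 8.2e-07 (0.11, 0.12 and 0.14 with an estimated correlation). Of 24 prostaglandin pathway genes, 1 was higher and 8 lower after 6 Gy (0 and 10 with housekeeping scaling), 2 and 9 with INDO (2 and 7 without INDO replicate 5) and 1 and 11 with 6 Gy + INDO (2 and 10, 2 and 11, and 1 and 13 adjusted over the list alone). For this list the adjusted p was 0.0053, 0.001 and 0.00024, and 0.052 after 6 Gy with an estimated correlation. Lists of other cell types moved on the same day: 21, 20 and 22 of 24 T cell genes, 15, 12 and 13 of 18 endothelial genes and 13, 9 and 12 of 14 adipocyte genes were lower, and none higher (6 Gy, INDO, 6 Gy + INDO). The median share of counts on structural RNA was 5.74% in controls on day 1, and 10.3%, 14.8% and 16.1% in these groups. On mitochondrial genes it was 3.58%, and 3.52%, 5.76% and 7.498%. Whether the day 1 changes follow these shares was not tested.

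**Figure D1:**
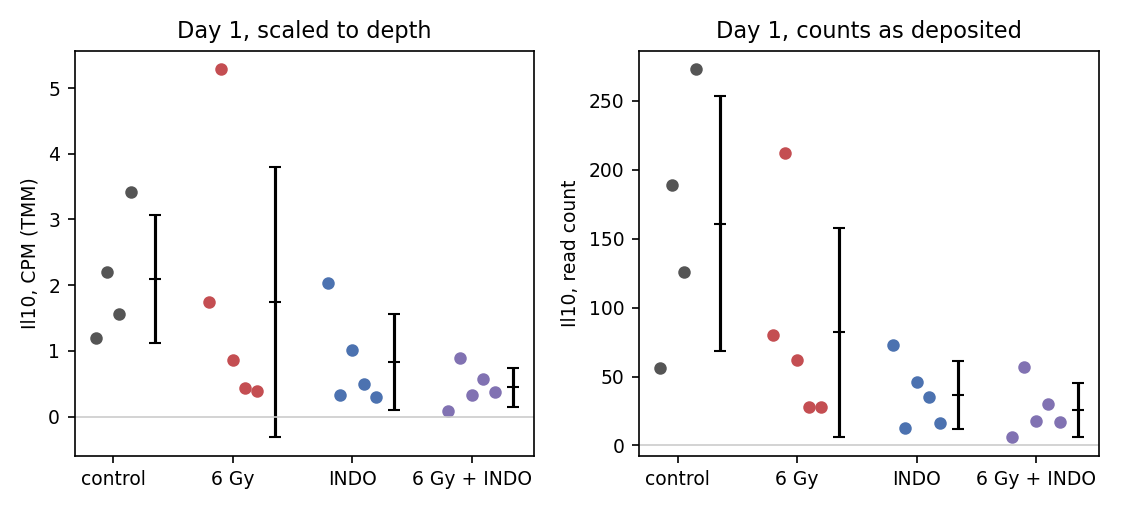
Il10 on day 1 in CPM and in counts as deposited. Points are tumors (4 controls, 5 in each other group), with mean ± SD.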

Importantly, these results support the Kaplan-Meier analysis shown in Figure 1 demonstrating improved radiation therapeutic efficacy in patients with TNBC with low COX2–expressing tumors.

Since reduced IL-10 levels improved adaptive immunity (7, 9, 33), we further explored the effect of COX2 blockade on adaptive immune response in the 4T1 TNBC murine model. The expression, density, and spatial location of lymphocyte biomarkers were evaluated using RNA-Seq, FACS, and Multiplex CODEX imaging in control and 6 Gy ± INDO–treated tumors harvested 7 days after IR. 

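Cd8a, which encodes a chain of the CD8 coreceptor of cytotoxic T cells, measured 3.34 ± 1.86 CPM in untreated controls on day 7, 0.696 ± 0.193 after 6 Gy, 5.09 ± 1.74 with INDO and 2.44 ± 2.11 with 6 Gy + INDO (mean ± SD, n = 5 each). It fell after 6 Gy (log2 fold change -2.26, SE 0.57, edgeR adjusted p = 0.011), with all 5 tumors below all controls, and was not called with INDO (0.61, SE 0.54, 0.42) or 6 Gy + INDO (-0.46, SE 0.55, 0.5). Cd4, the coreceptor of helper T cells, fell from 8.75 ± 5.92 CPM to 0.932 ± 0.539 after 6 Gy (-3.23, SE 0.68, 0.0031) and 1.82 ± 1.31 with 6 Gy + INDO (-2.25, SE 0.66, 0.01), but with the 3 high-receptor tumors of this group left out the latter call is lost (-1.92). Gzmb, the killing enzyme granzyme B, was 10.2 ± 5.25, 6.14 ± 3.23, 20.4 ± 7.53 and 16.5 ± 11.6 CPM in controls, 6 Gy, INDO and 6 Gy + INDO, and was called in no group (adjusted p = 0.34, 0.14 and 0.25). Ncr1 and Nkg7, expressed by natural killer cells, fell after 6 Gy (-3.52, SE 0.57, 0.00041, and -2.84, SE 0.55, 0.0016), as did the T cell genes Lck (-1.69, SE 0.32, 0.0012) and Thy1 (-1.12, SE 0.21, 0.0013). Thy1 fell with INDO (-0.65, 0.032) and Lck and Thy1 with 6 Gy + INDO (-1.03 and -1.11, 0.013 and 0.00068) as well. Ncr1 also fell with INDO (-1.71, SE 0.53, 0.027; uncalled with housekeeping scaling, with a replicate block and in 4 of 10 fits without 1 tumor) and with 6 Gy + INDO (-2.02, SE 0.54, 0.0065; uncalled without high-receptor tumors and with receptor reads as a covariate), and Nkg7 was not called with either (0.11 and -1.19; the latter called with DESeq2, no filter, a replicate block and in 2 of 10 fits without 1 tumor). Ccr7, a homing receptor of lymphocytes and dendritic cells, and the B cell genes Cd79b and Ighm fell with INDO (-1.88, -1.71 and -1.66, SE 0.40, 0.43 and 0.35) and with 6 Gy + INDO (-2.02, -2.36 and -1.83, SE 0.41, 0.46 and 0.35). Ccr7, Cd79b and Ighm fell after 6 Gy too (-1.77, -2.08 and -1.69, adjusted p = 0.0049, 0.0023 and 0.0024), and the calls of the last 2 are lost with all 94 tumors in 1 fit. With 6 Gy + INDO, Ccr7 loses the call when receptor reads enter as a covariate (-1.36). Of 24 T cell genes, 0 were higher and 21 lower after 6 Gy, 0 and 3 with INDO, and 0 and 7 with 6 Gy + INDO (23, 3 and 5 lower adjusted over the list alone; 22 after 6 Gy and 3 with 6 Gy + INDO without high-receptor tumors). Of 21 cytotoxic lymphocyte genes, 11, 2 and 5 were lower and none higher (13, 0 and 4 lower adjusted over the list alone), but with 6 Gy + INDO 1 was higher and 3 lower with housekeeping scaling, and 1 and 2 without high-receptor tumors. Of 14 B and plasma cell genes, 0 were higher and 6 lower, 1 and 5, and 3 and 4 (0 and 6, 1 and 7, and 3 and 4 adjusted over the list alone; 0 and 4 with 6 Gy + INDO without high-receptor tumors). Adjusted p was 8.8e-13, 0.067 and 0.0015 for the T cell list, 5.2e-06, 0.57 and 0.021 for cytotoxic lymphocytes, and 0.0029, 0.019 and 0.33 for B cells. With an estimated correlation the called ones become 0.13 and 0.55, 0.21 and 0.59, and 0.13 and 0.38. Stromal and myeloid lists were lower on this day too: after 6 Gy 16 of 21 macrophage genes, 16 of 18 endothelial genes and 20 of 22 fibroblast genes, and with 6 Gy + INDO 14, 16 and 20. The median share of counts on structural RNA was 7.06% in controls, 10.7% after 6 Gy, 14.5% with INDO and 8.37% with 6 Gy + INDO. On mitochondrial genes it was 3.33%, 3.58%, 8.32% and 5.45%. Whether the list changes follow these shares was not tested.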

When compared with untreated controls, FACS analysis showed elevated CD8^+^CD69^+^ (active) T cell populations in INDO-treated tumors, while a separate CODEX image analysis showed increased cytolytic/exhausted CD8^+^ ratios in 6 Gy + INDO treated tumors (Figure 4A). CODEX spatial distribution analysis also revealed increased CD8^+^ T cell penetration into the tumor core in INDO-treated tumors (Figure 4B). In contrast, control tumors showed sparsely populated CD8^+^ T cells (Figure 4A) that were largely restricted to the tumor margins (Figure 4B). While a proportional increase in lymphocytes was observed overall, the distribution of CD8^+^ T cells in the tumor core in response to INDO treatment was reminiscent of fully inflamed TNBC tumors shown in Figure 2A, this fully inflamed phenotype may in part account for the augmented tumor growth delay of the primary lesion (Figure 3A). Next, T cell polarization was examined in control and treated tumors using RNAScope analysis of IFN-γ and Granzyme B (GrnzB) secreted by cytolytic CD8^+^ T cells, as well as the immunosuppressive biomarker IL-10. When compared with untreated controls, Figure 5 shows increased IFN-γ in all treated tumors. GrnzB was enhanced in 6 Gy–treated tumors, while INDO and 6 Gy + INDO combination treatment trended higher (Figure 5). In contrast, when compared with control, the expression levels of immunosuppressive IL-10 did not change significantly in treated tumors. Interestingly, spatial analyses revealed that CD8^+^ T cells in treated tumors were surrounded by active CD4^+^ T cell and CD19^+^ B cell phenotypes (compare Figure 4B and Supplemental Figure 5). Given that tumor-infiltrating B cells can secrete apoptosis-inducing IgG antibodies as well as function as antigen-presenting cells that prime CD4^+^ and CD8^+^ T cells, this spatial lymphoid distribution is consistent with tertiary lymphoid structures, which may suggest a unique orthogonal pattern of immune cell trafficking leading to improved therapeutic efficacy (34, 35).

### COX inhibition augments cGAS/STING1/type I IFN in irradiated 4T1 tumors.

In addition to T cells, other CD45^+^ immune cells were examined (Supplemental Figure 6), including DC, macrophages, and NK cells that also express CD8. Increased trends in CD11c^+^CD8^+^ DCs and CD11c^+^CD8^+^CD169^+^ cells were observed (Supplemental Figure 7). Also, elevated CD169^+^MHCII^+^, F4/80^+^CD169^+^, CD11b^+^CD169^+^, and MHCII^+^CD8^+^CD3^–^ macrophage populations were observed (Supplemental Figure 7). CD169, a biomarker of STING, is involved in antigen presentation, cross-priming, and expansion of CD8^+^ T cells (36–39). This process occurs when CD169^+^ macrophages bind to sialic acids on CD8α^+^ DCs (36, 38). Given that increased CD169^+^ macrophage populations as well as increased trends in CD11c^+^CD8^+^ DC and CD11c^+^CD8^+^CD169^+^ cells were observed (Supplemental Figure 7), RNA-Seq gene expression was analyzed for a STING signature. 

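The 18 genes of the paper's Figure 6 list range from DNA nucleases (Mus81, Eme1) over the DNA sensor Cgas and its adaptor Sting1 to type I interferons and their receptor. The study chose them on these samples, so counts adjusted over the list alone are not independent evidence. The tests within a day covered 14 of the 18, and those over all days 16. On day 1, 1 gene was higher and 4 lower after 6 Gy (0 and 4 with housekeeping scaling), 0 and 3 with INDO and 1 and 4 with 6 Gy + INDO (1 and 4, 0 and 4, and 1 and 5 adjusted over the list alone). On day 3 the counts were 1 and 2, 2 and 0, and 1 and 5 (2 and 4, 2 and 0, and 2 and 5 adjusted over the list alone). The 6 Gy + INDO split on day 3 became 3 and 0 with housekeeping scaling, and 0 and 0 without the high-receptor tumors, which leaves n = 1. On day 7 the counts were 0 and 5, 1 and 3, and 1 and 7 (1 and 8, 1 and 3, and 1 and 7 adjusted over the list alone). Housekeeping scaling gave 1 and 0 with INDO and 2 and 2 with 6 Gy + INDO on that day. As a mean over days, 1 was higher and 7 lower after 6 Gy, 2 and 5 with INDO and 1 and 8 with 6 Gy + INDO (2 and 8, 2 and 5, and 1 and 8 adjusted over the list alone), or 0 and 7, 2 and 0, and 5 and 1 with housekeeping scaling. The list's adjusted p over days was 0.027 after 6 Gy (0.13 with an estimated correlation, median log2 fold change -0.13), 0.43 with INDO and 0.084 with 6 Gy + INDO. Siglec1, the gene of CD169 on macrophages that take up cell debris, fell from 66.5 ± 31.5 CPM in controls to 15.5 ± 5.74 after 6 Gy and 17.8 ± 9.53 with 6 Gy + INDO on day 7 (log2 fold changes -2.11 and -1.90, SE 0.44 and 0.43, edgeR adjusted p = 0.0026 and 0.0023, n = 5 each). The latter call holds with housekeeping scaling (-1.67) and is lost with receptor reads as a covariate (-1.75). Batf3, which drives cross-presenting dendritic cells, fell over days after 6 Gy (-0.47, SE 0.13, 0.0044; uncalled without day 1 or 7) and with 6 Gy + INDO (-0.48, SE 0.13, 0.0013; uncalled at -0.23 with housekeeping scaling, at -0.16 with receptor reads as a covariate and without day 3). So did Enpp1, an enzyme that breaks down cGAMP (-0.30, SE 0.10, 0.02, and -0.32, SE 0.10, 0.0042). Both Enpp1 calls are lost without day 7, and the latter with housekeeping scaling (-0.10). The call after 6 Gy is also lost with tissue scores as covariates, and that with 6 Gy + INDO with receptor reads as a covariate. With INDO, Enpp1 was lower over days as well (-0.26, adjusted p = 0.029), but was uncalled with housekeeping scaling (-0.17). Among 23 genes of cytosolic DNA and RNA sensing, 5 were higher and 1 lower on day 3 after 6 Gy, 1 and 0 with INDO and 4 and 3 with 6 Gy + INDO (8 and 4, 1 and 0, and 5 and 3 adjusted over the list alone; 12 and 0 with 6 Gy + INDO under housekeeping scaling). The higher ones include Ddx58, an RNA sensor: 76.5 ± 9.94 CPM in controls, 138 ± 12.9 after 6 Gy (0.85, SE 0.13, 0.0013) and 120 ± 16.3 with 6 Gy + INDO (0.64, SE 0.14, 0.0051; uncalled at 0.53 without high-receptor tumors). On day 7, 0 were higher and 7 lower after 6 Gy (list adjusted p = 0.0016, or 0.13 with an estimated correlation), and 0 and 7 with 6 Gy + INDO, where housekeeping scaling gave 4 and 3.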

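Mus81 and Eme1 form a nuclease that cuts stalled replication forks, and PARP enzymes mark DNA breaks. Mus81 measured 11.9 ± 1.19 CPM in controls on day 3, 10.5 ± 0.547 after 6 Gy, 11.7 ± 2.54 with INDO and 8.51 ± 0.784 with 6 Gy + INDO (mean ± SD, n = 5, 5, 5 and 4). With 6 Gy + INDO it fell (log2 fold change -0.48, SE 0.14, edgeR adjusted p = 0.025). That call is lost without control replicate 2, 3 or 5 or 6 Gy + INDO replicate 1 or 2 (adjusted p up to 0.11) and with housekeeping scaling (-0.13). As a mean over days, Mus81 changed by -0.00 after 6 Gy, -0.08 with INDO and -0.24 with 6 Gy + INDO (SE 0.07 each, adjusted p = 1, 0.42 and 0.0025). The last was -0.01 and uncalled with housekeeping scaling, and uncalled at -0.19 without high-receptor tumors, at -0.07 with receptor reads as a covariate and at -0.15 without day 3. Eme1 rose on day 1 from 9.58 ± 1.3 CPM (n = 4) to 14.0 ± 1.89 with 6 Gy + INDO (n = 5, 0.55, SE 0.16, 0.018). Without control replicate 3 or 4 the adjusted p is 0.06, and with all 94 tumors in 1 fit it is 0.098. After 6 Gy alone Eme1 reached 13.4 ± 2.74 CPM (0.48, SE 0.16, 0.047), a call lost for 7 of the 9 tumors left out in turn (adjusted p up to 0.13), and with RLE factors, housekeeping scaling, all 94 tumors in 1 fit, no filter, a replicate block or receptor reads as a covariate, and without high-receptor tumors. Over days Eme1 rose after 6 Gy (0.28, SE 0.10, 0.041). This call is lost with housekeeping scaling, no filter, a replicate block or tissue scores as covariates, without high-receptor tumors, and without day 1, 3, 7 or 23. Eme1 was uncalled with INDO (0.05, 0.83) and 6 Gy + INDO (0.21, 0.081; called at 0.43 with housekeeping scaling and 0.25 with DESeq2). Parp8 rose with INDO (0.16, SE 0.06, 0.024; uncalled without day 1, 3 or 15 and with tissue scores as covariates), and was uncalled after 6 Gy (0.04, 0.8) and with 6 Gy + INDO (0.12, 0.096; called at 0.34 with housekeeping scaling and 0.16 with DESeq2). Parp1, the main PARP of DNA repair, fell with 6 Gy + INDO (-0.27, SE 0.05, 6.4e-06), or -0.04 and uncalled with housekeeping scaling, and with INDO (-0.14, 0.026), a call lost with housekeeping scaling (-0.02), DESeq2, RLE factors, no filter or receptor reads as a covariate, and without day 3 or 7. Of 32 genes of DNA repair and replication stress, 5 were higher and 0 lower on day 1 after 6 Gy (none with housekeeping scaling), and as a mean over days 7 and 0 after 6 Gy, 7 and 4 with INDO and 4 and 9 with 6 Gy + INDO. Adjusted over the list alone, the day 1 count is 5 and 0 and the last is 3 and 8. Housekeeping scaling turned the split over days into 3 and 0, 10 and 2, and 17 and 2, and 1 was higher and 7 lower with 6 Gy + INDO without high-receptor tumors. The list's adjusted p was 0.029 on day 1 (0.3 with an estimated correlation) and 0.087, 0.53 and 0.38 over days. Members that rose over days after 6 Gy include the checkpoint kinase Atr (0.24, SE 0.06, 0.004; uncalled without day 1 or 3) and Parp6 (0.26, SE 0.06, 0.00037; uncalled with tissue scores as covariates). Parp6 rose with INDO and 6 Gy + INDO too (0.24 and 0.20), and Atr fell with 6 Gy + INDO (-0.22, adjusted p = 0.0038). Rnaseh2a, which removes ribonucleotides from DNA, fell with INDO (-0.28, adjusted p = 0.0017) and 6 Gy + INDO (-0.45, SE 0.07, 8.1e-07).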

Figure 6 and Supplemental Figure 8 show increased expression of MUS81/EME1/PARP biomarkers known to induce cGAS/STING through the cytosolic accumulation of tumor DNA (40, 41). In addition, elevated downstream cGAS/STING/type I IFN expression in 6 Gy ± INDO–treated tumors was also observed, and it began as early as day 3 and persisted through day 23 after IR (Figure 6 and Supplemental Figure 8). This cGAS/STING/type I IFN pathway is supported by increased IFN and IFN response gene expression and altered immunosuppressive gene expression shown in Supplemental Figure 9. 

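Cgas encodes the sensor of cytosolic DNA, and Sting1 the adaptor through which it induces type I interferons. Cgas was 15.3 ± 2.03 CPM in controls on day 3, 15.0 ± 3.17 after 6 Gy, 13.8 ± 3.63 with INDO and 15.7 ± 1.38 with 6 Gy + INDO (n = 5, 5, 5 and 4), and was called in no treatment on any day. Its mean log2 fold change over days was -0.12, -0.00 and -0.02 (SE 0.08 each, adjusted p = 0.32, 1 and 0.97), and 0.22 and called with 6 Gy + INDO under housekeeping scaling. Sting1 fell on day 7 from 47.9 ± 4.21 CPM to 26.6 ± 3.38 after 6 Gy (-0.85, SE 0.12, edgeR adjusted p = 0.00011) and 28.7 ± 3.7 with 6 Gy + INDO (-0.74, SE 0.12, 0.00016; -0.49 and called with housekeeping scaling), with all treated tumors below all controls (n = 5 each), and to 36.7 ± 5.56 with INDO (-0.38, SE 0.11, 0.023; -0.22 and uncalled with housekeeping scaling, and uncalled in 3 of 10 fits without 1 tumor). On day 1 it fell from 43.8 ± 6.25 CPM to 26.2 ± 2.81, 29.5 ± 3.6 and 27.4 ± 1.75 with 6 Gy, INDO and 6 Gy + INDO (-0.74, -0.57 and -0.68, SE 0.11 each, 0.00014, 0.0017 and 0.00021). On day 3 it was 45.4 ± 5.34 CPM in controls, 29.6 ± 2.56 after 6 Gy (-0.62, SE 0.15, 0.022; 0.058 without 6 Gy replicate 2) and 29.0 ± 5.94 with 6 Gy + INDO (-0.65, SE 0.17, 0.012; -0.30 and uncalled with housekeeping scaling, -0.46 and uncalled without high-receptor tumors, and -0.35 and uncalled with receptor reads as a covariate). As a mean over days Sting1 fell by 0.46, 0.23 and 0.43 with 6 Gy, INDO and 6 Gy + INDO (SE 0.08 each, adjusted p = 4e-06, 0.018 and 5e-06). With housekeeping scaling the changes were -0.49, -0.11 and -0.21, and the call with INDO was lost, as it is with receptor reads as a covariate and without day 1, 3 or 7. Genes of macrophages, endothelium and fibroblasts, cell types in which Sting1 is also expressed, were lower on day 7 too. The 18 type I interferon genes together held 0.607 CPM in controls on day 3, 1.325 after 6 Gy, 1.290 with INDO and 2.181 with 6 Gy + INDO (1.270 without the high-receptor tumors), and 1.157, 1.170, 1.214 and 1.593 (1.099) on day 23. They held 0.540, 1.293, 1.513 and 1.784 on day 7, with 1.28 and 2.20 in the 2 tumors given 6 Gy + INDO that are not high-receptor, and 0.717, 0.967, 1.216 and 1.370 on day 15, where none of that group is. On day 1 controls were highest, with 1.035, against 0.920 after 6 Gy, 0.984 with INDO and 0.769 with 6 Gy + INDO. Ifnk, an interferon of skin keratinocytes, held 0.463 ± 0.148, 0.787 ± 0.22, 1.05 ± 0.239 and 0.768 ± 0.204 CPM on day 3, and was called higher that day with INDO (1.19, SE 0.28, 0.018; uncalled with no filter and in 2 of 10 fits without 1 tumor) and not after 6 Gy (0.77, SE 0.27, 0.09) or with 6 Gy + INDO (0.74, SE 0.29, 0.081). On day 7 Ifnk rose from 0.314 ± 0.17 CPM to 1.07 ± 0.293 with INDO (1.74, SE 0.42, 0.0079) and 0.958 ± 0.367 with 6 Gy + INDO (1.58, SE 0.42, 0.0057). Of 13 skin genes that day, 7 were higher with 6 Gy + INDO and none after 6 Gy or with INDO (list adjusted p = 0.038, 0.022 and 0.17, or 0.59, 0.61 and 0.9 with an estimated correlation). Of the tested interferon genes, receptors included, 3 were higher and 4 lower with 6 Gy + INDO over days (4 and 4 adjusted over the list alone, list adjusted p = 0.25), and 4 and 2 with housekeeping scaling. No gene of Figure 6 was called on day 15 or 23. The paper states from its Figure 6 and Supplemental Figure 8 that genes of cGAS/STING and type I interferon rose in irradiated tumors with or without INDO. It reasons that MUS81, EME1 and PARP, by way of tumor DNA in the cytosol, induce this pathway. It reads its results as strongly implicating cGAS/STING in the immune response to 6 Gy + INDO.

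**Figure D2:**
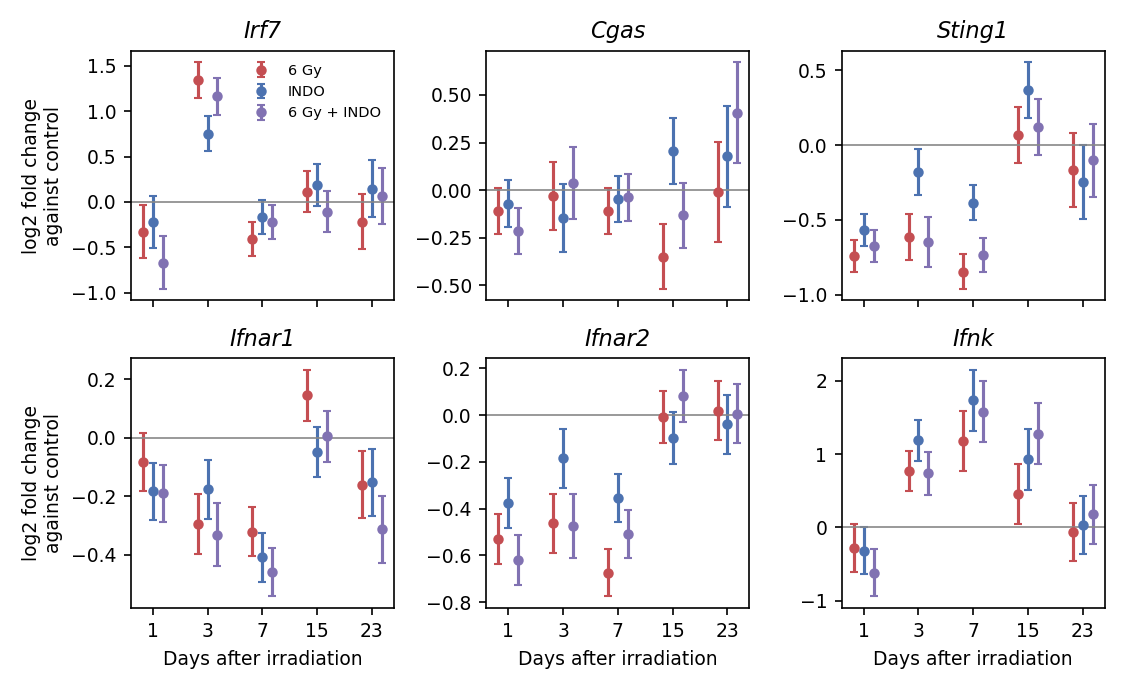
Log2 fold change against control (± SE, TMM scaling) of genes of the paper's Figure 6, by treatment and day after IR. With housekeeping scaling, the Ifnar1 change with 6 Gy + INDO on day 3 turns from lower to 0.03.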

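Interferon-stimulated genes (ISGs) are switched on by interferon receptors, and their level reads out interferon signaling. On day 3, 29 of 48 ISGs were higher and none lower after 6 Gy, 7 and none with INDO, and 27 higher and 1 lower with 6 Gy + INDO (31, 22 and 31 higher and 0, 0 and 1 lower adjusted over the list alone). The median log2 fold change was 0.86, 0.65 and 0.81, and the list's adjusted p was 7.6e-24, 2.1e-12 and 1.5e-13 (0.2, 0.65 and 0.48 with an estimated correlation). Without the 3 high-receptor tumors, which leaves n = 1, the 6 Gy + INDO median was 0.69 and no ISG was called. Ifit1, which blocks viral RNA, rose from 35.6 ± 9.07 CPM in controls (n = 5) to 121 ± 11.0 after 6 Gy (n = 5, 1.76, SE 0.26, edgeR adjusted p = 0.00088) and with 6 Gy + INDO (n = 4, 1.61, SE 0.27, 0.0011). Oasl1 rose from 19.5 ± 4.53 CPM to 74.4 ± 8.93 (1.93, SE 0.22, 0.00018) and 58.8 ± 19.8 (1.59, SE 0.23, 0.00052). For both genes, all treated tumors lay above all controls. Other genes moved in the same tumors: endothelial Plvap changed by -1.37, -1.04 and -1.38 and stromal Pdgfrb by -0.75, -0.80 and -0.84, all called (6 Gy, INDO, 6 Gy + INDO). The median share of counts on structural RNA was 8.43% in controls and 12.4%, 10.6% and 11.0% in these groups. On mitochondrial genes it was 3.05%, and 1.99%, 4.28% and 4.35%. Whether the ISG changes follow these was not tested. On day 7, 4 ISGs were lower after 6 Gy, 1 with INDO, and 5 were higher and 4 lower with 6 Gy + INDO, or 17 and 1 with housekeeping scaling. No ISG was called on day 15 with 6 Gy or INDO, or on day 23 with any treatment; with 6 Gy + INDO on day 15, 3 were lower. These include Gbp2 (-0.85, SE 0.19, 0.034) and Iigp1 (-0.99, SE 0.21, 0.032), calls lost for 7 and 6 of the 8 tumors left out in turn (adjusted p up to 0.24 and 0.19). Over days the counts were 3 higher and 1 lower, 11 and 0, and 7 and 3, and the last became 31 and 1 with housekeeping scaling. Antigen presentation genes were lower on day 7 after 6 Gy (13 of 18, list adjusted p = 3.4e-09, 0.18 with an estimated correlation) and with 6 Gy + INDO (9, or 2 with housekeeping scaling, 0.0017 and 0.55). Adjusted over the list alone, 17 and 9 were lower. H2-Aa, an MHC class II chain, fell from 273 ± 59.4 CPM to 119 ± 28.8 after 6 Gy (-1.20, SE 0.22, 0.0012) and 148 ± 42.6 with 6 Gy + INDO (-0.88, SE 0.22, 0.0043). Among immunosuppressive mediators over days, 2 were higher and 12 lower after 6 Gy, 3 and 7 with INDO, and 4 and 10 with 6 Gy + INDO (9 and 7 with housekeeping scaling). Entpd1, the gene of CD39, which helps to make adenosine, fell by 0.65, 0.63 and 0.85 (SE 0.10 each, adjusted p = 4.7e-07, 1.6e-06 and 3.5e-10).

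**Figure D3:**
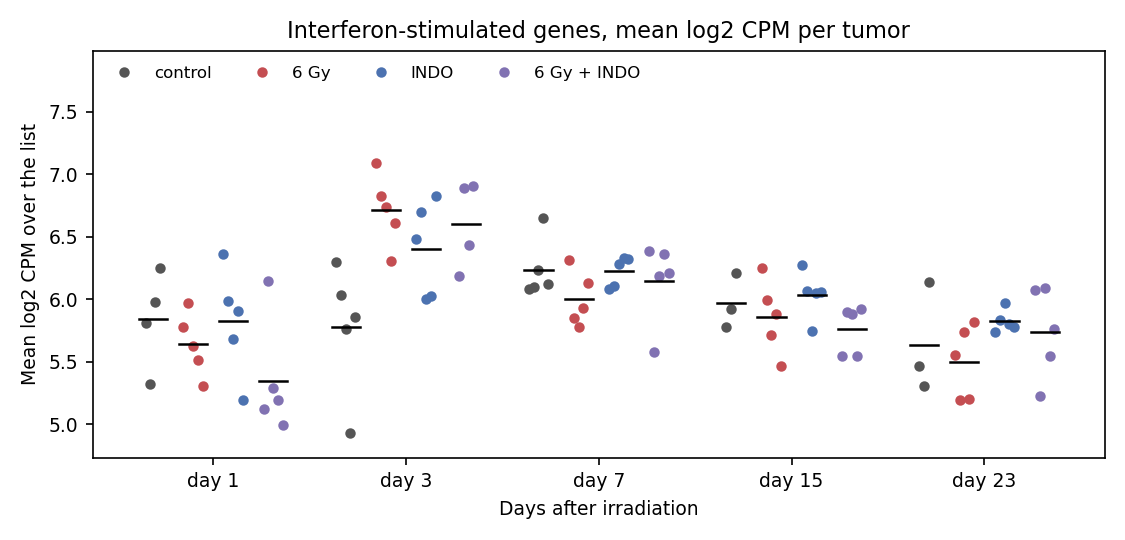
Mean log2 CPM of the 48 ISGs in each tumor by treatment and day after IR.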

Because these results strongly implicate a role of cGAS/STING in the 6 Gy + INDO antitumor immune response, we examined the antitumor effects of STING agonist cGAMP in the presence and absence of INDO in 4T1 tumor–bearing mice. The STING agonist cGAMP was administered 2 times per week for 3 weeks beginning on day 7 as indicated by the arrows in Figure 7A. INDO administration in the drinking water also began on day 7 and was present continuously throughout the experiment. Importantly, the cGAMP + INDO combination treatment completely abated 4T1 tumor growth (Figure 7A) in a remarkably similar fashion to that observed in 6 Gy + INDO–treated mice (Figure 3A). However, tumor growth resumed after cGAMP treatment stopped (Figure 7B), marking abated tumor immune surveillance induced by cGAMP (42). In addition, cGAMP + INDO combination treatment increased median survival when compared with cGAMP alone (Figure 7C). These results were further examined in 4T1 tumor–bearing STING1-KO mice. Despite the experiment being done under conditions of *systemic STING1 depletion* in the STING1-KO mouse, an effective antitumor response was achieved due to the localized response to focused irradiation of the 4T1 tumor that still expressed cGAS/STING1 (Figure 6, Figure 7D, and Supplemental Figure 8). Also, the cGAS/STING1 pathway can promote both pro- and antitumor responses (43), where STING1 signaling has a role in the development of many leukocyte populations, including Treg immunosuppressive phenotypes, which are not induced in the STING1-KO mouse. Moreover, limited tumor growth has been shown in LLC tumor–bearing STING-KO mice when compared with WT controls (44). Together, our results with focused 4T1 tumor irradiation or local administration of cGAMP implicate the importance of the localized induction of STING signaling within the tumor that can be augmented by COX inhibition to enhance antitumor immune response. In addition, 4T1 tumor cells are known to express GM-CSF, which is elevated along with the chemokine CCL2 in 6 Gy + INDO–treated mice (Supplemental Figure 10). This could also contribute to the resumed tumor growth of combination-treated mice, thus providing additional therapeutic targets for improved clinical responses. 

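Csf2 encodes GM-CSF, a growth factor of myeloid cells, and Ccl2 a chemokine that draws monocytes. On day 3, Csf2 measured 2.40 ± 0.571 CPM in controls, 4.16 ± 0.724 after 6 Gy, 3.57 ± 1.38 with INDO and 3.95 ± 0.834 with 6 Gy + INDO (mean ± SD, n = 5, 5, 5 and 4). Its log2 fold changes of 0.79, 0.57 and 0.72 (SE 0.24, 0.24 and 0.25) did not pass (edgeR adjusted p = 0.051, 0.14 and 0.054). Both 6 Gy and 6 Gy + INDO pass without control replicate 4 (0.0495 and 0.038) and with DESeq2 (0.82 and 0.77). On day 15 it was 3.03 ± 0.703 CPM in controls and 5.74 ± 2.55 with 6 Gy + INDO (0.92, adjusted p = 0.19). As a mean over days Csf2 rose with 6 Gy + INDO (0.35, SE 0.14, 0.027), but was uncalled without day 3 (0.28), without day 15 (0.16), without high-receptor tumors (0.28) and with receptor reads (0.28) or tissue scores (0.37) as covariates. For 6 Gy it was 0.29 (SE 0.13, 0.12) and for INDO 0.19 (SE 0.14, 0.3). Ccl2 on day 3 was 17.4 ± 2.26 CPM in controls, 26.0 ± 3.91 after 6 Gy (0.58, SE 0.20, 0.084), 19.0 ± 5.71 with INDO and 23.8 ± 6.42 with 6 Gy + INDO (0.45, SE 0.21, 0.13). Housekeeping scaling calls 6 Gy + INDO on that day (0.80), and DESeq2 calls 6 Gy (0.60). Over days the change of Ccl2 with 6 Gy + INDO was 0.19 (SE 0.14, 0.29), or 0.41 and called with housekeeping scaling. Against INDO alone, Ccl2 was higher with 6 Gy + INDO (0.47, SE 0.13, 0.018), a call lost without day 1, 3 or 23.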

Importantly, an undesired effect of local radiotherapy involves increased release of GM-CSF/CCL2 and the formation of premetastatic niches by recruitment of M-MDSCs into the lungs of 4T1 tumor–bearing mice (45). Together, this work suggests that the 6 Gy + INDO treatment mediates a temporal progression of CD8^+^ T cells and antigen presenting cells with proinflammatory and antitumor function that is in part mediated by STING mechanisms, as summarized in Figure 8. This is supported by the GSE37751 database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE264712) probability of survival stratifying for the effects of COX2 in patients with TNBC with high versus low STING1 expression. When compared with high tumor COX2, low tumor COX2 expression increased the probability of survival in these patients (HR = 0.2857, *P* = 0.0426; Supplemental Figure 11).

## Discussion

Improved clinical outcomes associated with many cancers including TNBC directly correlate with elevated infiltrating CD8^+^ T cells, implicating the importance of antitumor immune response for improved treatment efficacy and survival (46). These findings have been extended by a recent study showing that, in addition to increased infiltration and density, the spatial localization of CD8^+^ T cells was critical for improved survival of patients with TNBC (2). Tumor immune deserts (<100 CD8^+^ T cells per mm^2^) exhibited increased expression of immunosuppressive B7-H4 and fibrotic signatures predictive of poor survival (2). In addition, stroma-restricted CD8^+^ T cells were associated with an immunosuppressed TME through elevated cholesterol signatures TGF-β, IL17, and TANs, and these elevated signatures predicted poor survival. In contrast, elevated CD8^+^ T cell penetration into the tumor epithelium was defined as a fully inflamed tumor and correlated with increased GrnzB, type I IFN, IDO, and PD-L1 expression that predicted improved survival. Moreover, type I IFN and cholesterol biosynthesis pathways were shown to negatively regulate one another. Given that type I IFN signatures were associated with CD8^+^ T cell penetration into the tumor core while cholesterol signatures were associated with the restriction of CD8^+^ T cells in tumor stroma, these observations implicate a key role of the spatial configuration of CD8^+^ T cells during polarization of the tumor immune microenvironment that was further validated in a cohort of 579 patients with TNBC (2). These results suggest that CD8^+^ T cell orientation and increased type I IFN–associated antitumor immunity improves clinical outcomes in TNBC (2).

The inducible isoform COX2 catalyzes the first step in prostanoid synthesis and is expressed at high levels in many tumors, including TNBC (13, 16, 18, 22). While COX2 is known to promote angiogenesis, drug resistance, and metastasis, it also contributes to immune evasion and resistance to cancer immunotherapy (11, 28). The COX2/PGE2/EP signaling pathway suppresses DCs and NK cells and inhibits T cell production and responsiveness of IL-2 that limits both activation and expansion of cytolytic T cells and promotes tumor immune evasion, suggesting that COX2 blockade could restore tumor immune surveillance (11, 16). Toward this end, NSAIDs have been used in both preventative and adjuvant anticancer applications (47). As adjuvant, the benefits of NSAIDs have been shown when used in conjunction with therapeutic radiation for treatment of prostate and other cancers (22, 47). Herein, we extend these observations by showing that 6 Gy radiation combined with the NSAID INDO augmented cGAS/STING1, type I IFNs, and cytolytic CD8^+^ T cells; this augmentation appeared to restore immune surveillance, limit tumor growth and metastatic burden, and improve survival in the aggressive 4T1 TNBC model. In addition, when combined with INDO, the STING agonist cGAMP abated tumor growth (Figure 7A) in a remarkably similar fashion as the 6 Gy + INDO combination (Figure 3A) and was consistent with augmented antitumor effects of celecoxib/cyclic diadenyl monophosphate (celecoxib/CDA) combination treatment of mice with Lewis lung carcinoma (48). In our work, cGAMP withdrawal was the limiting factor (Figure 7B) as tumor volumes reached the allowable limit after cGAMP administration was stopped and mice had to be euthanized; despite this, the cGAMP/INDO combination treatment improved survival when compared with cGAMP treatment alone (Figure 7, B and C). Despite systemic depletion in STING1-KO mice, COX inhibition by INDO effectively limited tumor growth in irradiated 4T1 tumors, emphasizing the importance of the localized STING response within the tumor (Figure 7D). STING1 signaling also promotes leukocyte populations, including Treg immunosuppressive phenotypes, as well as IL-10, IDO, and COX2 immunosuppressive mediators, which are not induced under conditions of systemic STING depletion in the STING1-KO mouse. Therefore, the results herein suggest the importance of systemic depletion versus localized STING induction for restored antitumor immune surveillance in 4T1 tumor–bearing mice (44). Moreover, our results show synergistic effects of radiation/NSAID combination treatment that augmented the localized tumor induction of STING signaling and type I IFNs when compared with either treatment alone. Together, these results suggest therapeutically beneficial effects of localized STING antitumor response following radiation/NSAID combination treatment and are supported by GSE37751 database probability of survival examining the influence of tumor COX2 on STING1 (Supplemental Figure 11).

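Sting1 did not differ between 6 Gy + INDO and 6 Gy alone as a mean over days (log2 fold change 0.02, SE 0.07, edgeR adjusted p = 0.89; n = 24 and 25), but was higher by 0.27 and called with housekeeping scaling. Against INDO alone its change was -0.21 (SE 0.07, 0.054). Cgas changed by 0.10 (SE 0.07, 0.27) and -0.01 (SE 0.07, 1) in these comparisons, and Ifnk, the interferon gene with most reads, by 0.19 (SE 0.15, 0.33) and -0.08 (SE 0.15, 0.86). Housekeeping scaling calls Cgas higher against 6 Gy, by 0.37. Ifnar1, a chain of the type I interferon receptor, was lower than after 6 Gy (-0.14, SE 0.04, 0.0021), and higher by 0.11 and called with housekeeping scaling. Mus81 was lower too (-0.24, SE 0.06, 0.0019), and uncalled at 0.01 with that scaling. Receptor reads as a covariate lose both calls (-0.07 and -0.09). Over the Figure 6 genes, 0 were higher and 2 lower against 6 Gy, which housekeeping scaling turned into 10 and 0, and the counts were 0 and 0 without high-receptor tumors. Against INDO, 0 were higher and 1 lower (1 and 0 with housekeeping scaling; list adjusted p = 0.024, or 0.29 with an estimated correlation). ISGs split 5 higher and 7 lower against 6 Gy (21 and 1 with housekeeping scaling), and 0 and 2 against INDO (2 and 0). The interaction of 6 Gy and INDO asks whether the combined change differs from the sum of the single changes on the log2 scale. It was called for Ifnar2, the other receptor chain (0.23, SE 0.07, 0.025), and Siglec1 (0.75, SE 0.24, 0.04), whose combined losses were smaller than that sum. Siglec1 loses the call without day 1, 3, 7 or 23 (adjusted p up to 0.369), and Ifnar2 without day 1, 3, 7 or 15 (up to 0.35). Both lose it without high-receptor tumors (0.154 and 0.155), with tissue scores as covariates (0.485 and 0.35) and with no filter (0.0616 and 0.062). The interaction was not called for Sting1 (0.25, SE 0.11, 0.15), Cgas (0.10, SE 0.11, 0.67) or Ifnk (-0.50, SE 0.23, 0.18), and Sting1 is called at 0.38 with housekeeping scaling. Against 6 Gy alone, Ccl5, a T cell chemokine, was higher (0.84, SE 0.20, 0.00048), as was Foxp3, the regulator of regulatory T cells (0.58, SE 0.16, 0.0025; uncalled without day 7). Cd8a was lower than with INDO alone (-1.15, SE 0.33, 0.017; uncalled without day 3 or 7, without high-receptor tumors and with receptor reads as a covariate). The INDO group includes replicate 3 of day 3, with a T cell list score of 4.73 against 0.00 to 1.22 in the other 4 tumors, and a B and plasma cell score of 6.38 against -1.13 to -0.61. Whether lymph node tissue was taken along with this tumor was not tested.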

Type I IFNs mediate diverse antitumor effects, including immune surveillance of precancerous lesions, inhibitory effects against the disease progression of established tumors by augmented cell cycle arrest and apoptosis, and abated invasion and metastasis of established tumors (49). During immune surveillance, type I IFN generated by immunogenic precancerous cells activates immune cells, including DC, macrophages, and cytolytic T cells that induce IFN-γ for elimination of the neoplastic lesion (49). A plethora of studies have shown that conventional therapies, including chemo and therapeutic radiation, promote cytosolic tumor DNA accumulation and cGAS/STING-mediated type I IFN antitumor immune responses (49–51). Moreover, chimeric antigen receptor (CAR) T cell–based therapies have demonstrated the requirement of IFNAR1/2 receptor signaling for both survival and cytolytic activity of CAR T cells (52). While these and other studies have demonstrated the importance of type I IFN for anticancer immunity and improved patient survival, most tumors exhibit dysregulated type I IFN signaling, leading to protumor resistance mechanisms (53). Interestingly, low, basal levels of type I IFN expressed in cancer cells have accounted for enhanced immunity in response to immunotherapies that is driven by DNA leakage and cGAS/STING (54–56). Indeed, most tumor-relevant type I IFNs are induced by cytosolic or endolysosomal sensing of nucleic acids, where DNA that has leaked from the nucleus or mitochondria of tumor cells can induce cGAS/STING signaling (50). In addition to the direct generation of DNA fragments from double stranded (ds) DNA breaks caused by radiation, leaked DNA can arise from mutations in oncogenes and tumor suppressor genes causing dysregulated cancer cell replication and stalling of replication forks. A replication stress response is then triggered, which restarts the stalled replication forks (40). During this process, the DNA endonuclease MUS81/EME1 complex and PARP-dependent DNA repair pathways mediate shedding and cytosolic accumulation of genomic tumor DNA (40, 57). The accumulation of cytosolic DNA induced STING signaling, type I and II IFN, cytolytic T cell immune responses, and macrophage-dependent tumor cell rejection (40). Moreover, CD169-expressing macrophages promote DC antigen presentation during CD8^+^ T cell cross-priming and activation, and DC are thought to be critical for type I IFN antitumor responses (36–39). 

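On days 15 and 23, Mus81, Eme1, Parp8, Siglec1, Cgas, Sting1, Ifng, Ifnk, Ifnar1 and Ifnar2 were called neither with INDO nor with 6 Gy + INDO (edgeR, n = 3 controls and 5 tumors in each treated group). Siglec1 (CD169) measured 15.2 ± 6.18 CPM in controls, 24.8 ± 9.15 with INDO and 20.4 ± 7.58 with 6 Gy + INDO on day 15, and 22.7 ± 4.79, 17.8 ± 10.9 and 20.9 ± 8.32 on day 23. Sting1 was 32.2 ± 3.82, 41.4 ± 11.3 and 34.9 ± 5.27 CPM on day 15 (adjusted p = 0.54 and 0.76), and 39.6 ± 7.34, 33.4 ± 10.1 and 36.8 ± 12.2 on day 23 (0.65 and 0.82). Cgas was 12.5 ± 0.383, 14.4 ± 1.37 and 11.4 ± 1.31 CPM on day 15 (0.73 and 0.7), and 9.16 ± 4.66, 10.4 ± 2.34 and 12.1 ± 1.81 on day 23 (0.77 and 0.34). Parp8 was 41.6 ± 9.42, 48.2 ± 6.29 and 44.1 ± 2.52 CPM on day 15, and 46.5 ± 5.98, 53.7 ± 13.4 and 50.5 ± 6.44 on day 23. Eme1 was 4.21 ± 2.56, 5.83 ± 1.42 and 5.60 ± 0.823 CPM on day 23 (0.58 and 0.52), and Mus81 11.7 ± 2.28, 11.5 ± 1.59 and 11.0 ± 2.15. Ifng, the type II interferon of T and natural killer cells, was 0.970 ± 0.283, 1.43 ± 0.646 and 0.624 ± 0.161 CPM on day 15, and 0.832 ± 0.681, 0.629 ± 0.23 and 1.02 ± 0.895 on day 23. Ifnk on day 15 was 0.459 ± 0.185, 0.890 ± 0.4 and 1.14 ± 0.229 CPM (0.49 and 0.11). Among all genes, INDO gave 0 calls on both days, with 2052 and 2820 genes at an unadjusted p under 0.05, and DESeq2 called 140 and 123. With 6 Gy + INDO, 165 genes were higher and 117 lower on day 15 (141 and 37 with housekeeping scaling), and 108 in all without high-receptor tumors. Single left-out tumors moved that count to 1 (control replicate 3), 21 (control replicate 2) and 75 to 124 (6 Gy + INDO replicates 1, 4 and 5). On day 23 the only called gene was Rflnb, an actin regulator (-1.25, SE 0.18, adjusted p = 0.035, 19.6 against 46.5 CPM), beside 5418 genes at an unadjusted p under 0.05 and 1774 by DESeq2. Rflnb is uncalled for 7 of 8 tumors left out in turn (adjusted p up to 0.17).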

Herein, gene expression analysis showed the induction of MUS81/EME1/PARP, CD169, cGAS, STING1, type I and II IFN, and type I IFN receptors IFNAR1/2 in INDO and 6 Gy + INDO–treated tumors on days 15 and 23 after IR (Figure 6 and Supplemental Figure 8). In addition, cGAMP + INDO combination abated tumor growth in a remarkably similar fashion as 6 Gy + INDO treatment (compare Figure 3A and Figure 7). The flattened tumor growth associated with cGAMP + INDO treatment demonstrated in Figure 7A required cGAMP as tumor growth resumed upon withdrawal of the STING agonist (Figure 7B). Together, these results show that the 6 Gy + INDO combination treatment restored tumor immune surveillance against aggressive 4T1 tumors, which involved at least in part enhanced antitumor innate and adaptive immune responses through cGAS/STING/type I IFN signaling.

Herein, we provide evidence demonstrating that INDO-mediated COX2 inhibition augments MUS81-mediated cytoplasmic tumor DNA accumulation and cGAS/STING/type I IFN, which restored tumor immune surveillance via potent antitumor innate and adaptive immune responses in irradiated 4T1 TNBC tumors. Together, these results demonstrate immune changes that occur through abated COX2 signaling, which promotes altered spatial organization of M1/Th1 immune phenotypes and augmented antitumor response. Whole tumor RNA-Seq revealed important changes beginning as early as day 3 after IR that persisted throughout the experiments, showing that 6 Gy + INDO treatment supports increased cGAS/STING signaling and augmented type I IFN expression including IFN-αβ, IFN-β1, IFN-α4, and IFN-α13 as well as increased IRF3 and type I IFN receptors IFNAR1/2 (Figure 6 and Supplemental Figure 8). In addition, increased IRF7 (Figure 6 and Supplemental Figure 8), which is a master regulator in the induction of type I IFN-β such as IFN-αβ (58), was also observed. These results highlight major changes in the spatial immune landscape of 6 Gy + INDO-treated tumors that augments antitumor immunity and reverses tumor immune suppression. 

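IRF3 is the transcription factor that STING activates, and IFNAR1 and IFNAR2 form the receptor of type I interferons. Ifnar2 fell on day 7 from 38.4 ± 4.68 CPM in controls to 24.1 ± 1.63 after 6 Gy (log2 fold change -0.67, SE 0.10, edgeR adjusted p = 0.00022) and 27.0 ± 2.5 with 6 Gy + INDO (-0.51, SE 0.10, 0.00093; -0.24 and uncalled with housekeeping scaling), with no overlap of tumors (n = 5 each). With INDO it fell to 30.1 ± 4.16 CPM (-0.35, SE 0.10, 0.019; -0.19 and uncalled with housekeeping scaling, and uncalled without INDO replicate 3). Ifnar1 fell on that day from 83.1 ± 3.63 CPM to 66.5 ± 4.54, 62.6 ± 5.92 and 60.4 ± 6.13 with 6 Gy, INDO and 6 Gy + INDO (-0.32, -0.41 and -0.46, SE 0.08 each, 0.012, 0.0031 and 0.00044). Housekeeping scaling loses the calls with INDO (-0.24) and 6 Gy + INDO (-0.20), a receptor covariate loses the latter (-0.38), and no filter loses that after 6 Gy (adjusted p = 0.0995). Irf3 fell on day 7 after 6 Gy (25.7 ± 2.37 to 20.0 ± 1.31 CPM, -0.36, SE 0.09, 0.008; uncalled with no filter and with all 94 tumors in 1 fit) and with 6 Gy + INDO (20.9 ± 1.76, -0.30, SE 0.09, 0.011; -0.03 and uncalled with housekeeping scaling, and uncalled with receptor reads as a covariate and without high-receptor tumors). Over days, 6 Gy + INDO lowered Irf3 by -0.21 (SE 0.07, 0.0084), which housekeeping scaling turned to 0.03, and the call is lost without day 3 or 7, with receptor reads as a covariate and without high-receptor tumors. The same contrast gave -0.28 (SE 0.04, 1e-07) for Ifnar1 and -0.33 (SE 0.05, 2.1e-07) for Ifnar2, or -0.05 and -0.09, both uncalled, with housekeeping scaling. Ifnb1, Ifna4, Ifnab and Ifna13 encode type I interferons and had few reads in any tumor, at most 19, 7, 9 and 20. Ifna4 and Ifnab were too low to test. On day 3, Ifnb1 averaged 0.0361 CPM in controls, 0.102 after 6 Gy, 0.0792 with INDO and 0.142 with 6 Gy + INDO, and Ifna13 averaged 0.0349, 0.187, 0.0362 and 0.117. As a mean over days, Ifnb1 changed by 0.68, 0.30 and 0.30 (SE 0.39, 0.42 and 0.44, adjusted p = 0.23, 0.67 and 0.63) and Ifna13 by 0.82, 0.39 and 1.03 (SE 0.49, 0.43 and 0.47, 0.26, 0.54 and 0.059). Neither was called, but Ifna13 is called higher with 6 Gy + INDO under housekeeping scaling (1.24), DESeq2 (1.10), RLE factors (1.08) and without day 15 (1.11).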

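IRF7 amplifies the interferon response, and its gene is itself switched on by interferon. Irf7 rose on day 3 from 69.2 ± 16.6 CPM in controls to 176 ± 18.5 after 6 Gy (log2 fold change 1.34, SE 0.20, edgeR adjusted p = 0.0009), 117 ± 26.0 with INDO (0.75, SE 0.19, 0.03) and 155 ± 36.1 with 6 Gy + INDO (1.16, SE 0.20, 0.0016), with all treated tumors above all controls (n = 5, 5, 5 and 4). The INDO call is lost without control replicate 3 or INDO replicate 2 or 5 (0.06, 0.076 and 0.074). Without the 3 high-receptor tumors, which leaves n = 1, 6 Gy + INDO gave 1.18 and was uncalled (0.15), as it was at 1.10 with receptor reads as a covariate (0.19). On day 7 the changes were -0.41, -0.17 and -0.22, none called, and as a mean over days 0.10, 0.12 and 0.02 (adjusted p = 0.64, 0.5 and 0.99). The change in Irf7 differed between days after 6 Gy and with 6 Gy + INDO (adjusted p = 0.000273 and 0.00125 over 90 tests in edgeR), and not with INDO (0.0938).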

Altered spatial immune landscapes were confirmed in TNBC where high CD8^+^ T cell penetration was observed in COX2_lo_ fully inflamed tumor epithelium. In contrast, stroma restricted CD8^+^ T cells and immune deserts were found in COX2_hi_ TNBC tumors (Figure 2). Importantly, COX2/CD8 ratios were elevated in deceased patients with TNBC (Figure 2H) and elevated tumor COX2 expression reduced radiation therapeutic efficacy (Figure 1). These results strongly implicate COX2 as a key mediator of immunosuppression, limited adaptive immunity, and poor clinical outcomes. Early studies show that type I IFN can provide an important antitumor tool that improves efficacies of standard-of-care therapies. However, systemic administration of these IFNs and other cytokines has severe side effects that limit their clinical use (49). Here, we show that NSAIDs and focused tumor irradiation can provide a localized tumor-specific cGAS/STING-mediated generation of type I IFN, as summarized in Figure 8, which had profound effects on the spatial localization of CD8^+^ T cells, favoring antitumor immune response in aggressive 4T1 murine tumors. Targeting COX2 in combination with radiation enhances local control of the primary lesion by augmented M1/Th1 immune mediators, restored immune surveillance, and reduced metastatic burden. Given the challenges associated with the clinical administration of STING agonists in cancer and immune therapy and the clinical availability of COX inhibitors, these results suggest that therapeutic radiation and COX inhibition may provide a readily available approach for the localized induction of STING antitumor response that could improve clinical outcomes in patients with aggressive TNBC tumors.

## Methods

## Sex as a biological variable

Pearson correlation coefficients for the incidence rates of female versus male breast cancer have been reported (59). Male breast cancer rates were generally less than 1 per 100,000 man years, in contrast to the much higher rates of female breast cancer of 122. The differences in both incidence rates and time trends between males and females may reflect sex differences in underlying risk factors, including differences in ducts and lobules and the absence of p53 mutation (60). While most males are ER^+^ and ductal carcinoma in situ (DCIS) represents 10% of male breast cancers, TNBC is less frequent with poorer prognosis due to higher histopathological grade (61). Given these low occurrences in males, female patients with TNBC were examined for the effects of tumor NOS2 and COX2 expression on radiation therapeutic efficacy.

### Immunophenotyping of tumors by flow cytometry

Tumors were dissociated by mechanical dissociation (Miltenyi GentleMACS) in lysis buffer containing Collagenase and DNase in 5% RPMI. RBCs were removed by incubating in ACK lysis buffer and washing with phosphate buffered saline (PBS). Cells were counted, and equal numbers of cells were stained with the Live/Dead Aqua reagent (Amcyan) (1:1,000) in PBS for 30 minutes followed by PBS wash and 20 minutes at 4°C with Fc blocker (1:200) in sorter buffer (1%FBS, 1 mM EDTA in PBS). The cells were then stained with a panel of fluorophore-tagged antibodies against various immune cell markers including CD45-FITC (clone 30-F11, 103107), CD3-BV785 (clone OKT3, 317329), CD4-PECy7 (clone RM4-5, 100527), CD8a-PerCPCy5.5 (clone 53-6.7, 100733), CD19-BV605 (clone HIB 19, 302243), Tim3-APC (clone F38-2E2, 345011), CD62L-PE (clone MEL-14, 104407), CD45-BV605 (clone HI30, 304041), CD11b-PerCPCy5.5 (cloneM1/70, 101227), CD11c-APC Cy7 (clone N418, 117323), F4/80-APC (clone BM8, 123115), Ly6G-BV711 (clone 1A8, 127643), Ly6C-PE Cy7 (clone HK-1.4, 128017), CD206-FITC (clone 15-2, 321103), PD-L1-PE (clone MIH2, 393607), and MHCII (MHC1A/1E)-BV421 (clone M5/114.15.2, 107631), from BioLegend. Samples were incubated for 20 minutes at 4°C, washed, and read on a flow cytometer. Respective unstained cells and fluorescence minus one (FMO) controls were used to set the positive gates during acquisition. Samples were acquired using the low/medium flow rate setting on the BD LSRII Sorp flow cytometer, normalized to tumor weight, and analysis was performed using FlowJo software.

### RNA-Seq of bulk tumor

In brief, fresh frozen tissue samples were homogenized in the presence of TRIzol (Thermo Fisher Scientific) and further purified with affinity column (RNeasy Mini Kit, Qiagen) following the manufacturer’s recommendation. The RNA quality following extraction was checked in a bioanalyzer, and only samples with a RNA integrity number (RIN) larger than 6 were used to make the RNA-Seq library prep. Sample libraries were prepped with the Illumina Stranded Total RNA Prep, and paired-end sequencing was performed according to the manufacturer protocol and sequenced in a NovaSeq 600 sequencing system. Reads of the samples were trimmed for adapters and low-quality bases using Cutadapt. Sequencing data were exported and then uploaded to the Partek Flow server for subsequent sample normalization and QC steps using the built-in RNA-Seq Data Analysis workflow. Differentially expressed gene lists were generated with the Partek GSA algorithm, which applies multiple statistical models to each individual gene in order to account for each gene’s varying responses to different experimental factors and to different data distributions. Prior to heatmap development in Microsoft 64-bit Excel 365, transcript counts were normalized using the default “counts per million + 0.0001” method in the Partek Flow software (Build 10.0.22.0428). All data were normalized to internal housekeeping genes. A 2-fold cutoff and *P* value < 0.05 filter was applied to finalize the gene lists.

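On day 1, edgeR called 1370 genes higher and 2100 lower after 6 Gy, 1294 and 1981 with INDO, and 2389 and 2972 with 6 Gy + INDO. On day 3 the numbers were 789 and 894, 519 and 862, and 2199 and 2057, and on day 7 they were 1244 and 2246, 2768 and 2555, and 5432 and 4639. On days 15 and 23, 6 Gy gave no call (1430 and 2997 genes at an unadjusted p under 0.05; 24 and 147 called by DESeq2). As a mean over days, 2700 were higher and 3123 lower after 6 Gy, 4924 and 5113 with INDO, and 8690 and 6821 with 6 Gy + INDO. Against 6 Gy alone, 6 Gy + INDO gave 7612 and 5825, against INDO alone 2118 and 1041, and the interaction was called for 1661 and 565. Housekeeping scaling changed the split for 6 Gy + INDO to 3235 and 2175, 6128 and 540, and 7830 and 1853 on days 1, 3 and 7, 13226 and 2326 over days, and 14713 and 1051 against 6 Gy. It gave 408 and 2441 after 6 Gy and 1387 and 1403 with INDO on day 1, 255 and 675 and 3386 and 1005 with INDO on days 3 and 7, and 6532 and 2615 with INDO over days. Housekeeping scaling also gave 1626 and 3269 after 6 Gy over days, 4464 and 213 against INDO, and 2944 and 43 for the interaction. Without high-receptor tumors, 14 genes were called with 6 Gy + INDO on day 3 (n = 1), 4710 on day 7 (n = 2) and 10089 over days, 5805 against 6 Gy, 146 against INDO and 808 for the interaction. At P under 0.05 and a 2-fold change, the limits the paper states, the counts were 1921, 2112 and 2812 on day 1 for 6 Gy, INDO and 6 Gy + INDO, 5356 on day 7 for 6 Gy + INDO, and 1208, 1201 and 2204 on day 23.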

### CODEX analysis

The CODEX fixation and staining protocol was performed according to Akoya User Manual; revision B.0. Square (22 × 22 mm) glass coverslips (72204-10, Electron Microscopy Sciences) were pretreated with L-Lysine (MilliporeSigma) overnight at room temperature. Coverslips were rinsed in distilled water, dried, and stored at room temperature. Fresh frozen tissue blocks were sectioned (10 μm) on treated coverslips and stored in a coverslip storage box (Qintay) at –80°C until further use. CODEX antibodies, reagents (including those for conjugation of custom antibodies), and instrumentation were purchased from Akoya Biosciences). Antibodies labeled for CODEX are a mix of commercial and custom antibodies to identify different immune cell phenotypes, which included CD279 (clone RMP1-30, 109101, BioLegend), CD86 (clone GL1, 14-0861-82, Invitrogen), Ki67 (clone B56, 4250019, Akoya Biosciences), E-cadherin (clone 24E10, 3195 Cell Signaling Technology), CD19 (clone B56, 4250019, Akoya Biosciences), CD31 (clone MEC13.3, 4250001, Akoya Biosciences), CD49f (clone GoH3, 4550102, Akoya Biosciences), vimentin (clone D21H3, 5741, Cell Signaling Technology), F4-80 (clone T45-2342, 565409, BD Pharmingen), αSMA (clone 1A4, 14-9760-82, Invitrogen), CD44v6 (clone 9A4, BMS145, eBiosciences), Ly6C (clone HK1.4, 128001, BioLegend), NOS2 (clone EPR16635, ab213987, Abcam), CD206 (clone MR5D3, MA5-16871, Invitrogen), CD25 (clone PC61, 102007, BioLegend), CD11c (clone N418, 4550108, Akoya Biosciences), CD274 (clone MIH1, 14-5983-82, Invitrogen), CD44 (clone IM7, 4250002, Akoya Biosciences), CD24 (clone M1/69, 4150014, Akoya Biosciences), MHCII (clone M5/114.15.2, 4250003, Akoya Biosciences), CD3 (clone 17A2, 4550109, Akoya Biosciences), CD90.2 (clone 30-H12, 4150001, Akoya Biosciences), CD5 (clone 53-7.3, 4250007, Akoya Biosciences), CD71 (clone R17217, 4550111, Akoya Biosciences), CD45 (clone 30-F11, 4150002, Akoya Biosciences), CD4 (clone RM4-5, 4250016, Akoya Biosciences), CD169 (clone 3D6.112, 4550100, Akoya Biosciences), CD38 (clone 90, 4150013, Akoya Biosciences), CD8a (clone 53-6.7, 4250017, Akoya Biosciences), Ly6G (clone 1A8, 4550110, Akoya Biosciences), and CD11b (clone M1/70, 4150015, Akoya Biosciences). Tissue sections were stained with an antibody cocktail consisting of the above antibodies diluted 1:200 or 1:400. CODEX assays were performed according to the manufacturer’s recommendations. Each CODEX cycle contains 4 fluorescent channels (3 for antibody visualization and 1 for DAPI nuclear stain). Fluorescent oligonucleotide plates were prepared in black 96-well plates for image acquisition. For each cycle, up to 3 fluorescent oligonucleotides (5 μL each) were added to a final volume of 250 μL of buffer (containing DAPI nuclear stain). For blank (empty) cycles, 5 μL of buffer was substituted for fluorescent oligonucleotides. Plates were sealed and kept at 4°C until use. For imaging, the CODEX coverslip was mounted onto a custom-designed plate holder and securely tightened onto the stage of a Keyence BZ-X810 inverted fluorescence microscope. Cycles of hybridization, buffer exchange, image acquisition, and stripping were then performed using an Akoya CODEX microfluidics instrument. Briefly, the microfluidics-microscope combined instrument performs hybridization of the fluorescent oligonucleotides in a hybridization buffer, imaging of tissues in CODEX buffer, and stripping of fluorescent oligonucleotides in the stripping buffer. CODEX multicycle automated tumor imaging was performed using a CFI Plan Apo 20×/0.75 objective (Nikon). The multipoint function of the BZ-X viewer software (BZ-X ver. 1.3.2, Keyence) was manually programmed to align with the center of each tumor and set to 10 *Z* stacks. DAPI nuclear stain (1:600 final concentration) was imaged in each cycle at an optimized exposure time of 10 ms. The respective channels were imaged in the automated run using optimized exposure times. Raw TIFF images produced during image acquisition were processed using the CODEX image processer. The processer concatenates *Z* stack images, performs drift compensation based on alignment of nuclear stain across images, and removes the out-of-focus light using the Microvolution deconvolution algorithm (Microvolution). The processer also corrects for nonuniform illumination and subtracts the background and artefacts using blank imaging cycles without fluorescent oligonucleotides. The output of this image processing was tiled images corresponding to all fluorescence channels and imaging cycles that were then visualized and analyzed using HALO software (Version 3.3.2541.383, Indica Labs Inc.). Segmentation of cells was performed using the nuclear channel, and the cell cytoplasm was defined as a fixed width ring around each nucleus. Nuclear segmentation settings were optimized by visual verification of segmentation performance on random subsets of cells aiming to minimize oversegmentation, undersegmentation, detected artefacts, and missed cells. Cell type annotation and differential marker analysis cell populations were gated as follows. All nucleated cells were first identified by positive nuclear signals. Cell phenotypes were defined based upon biomarker expression as judged by expert visual inspection.

### RNAScope

RNAScope (Advanced Cell Diagnostics [ACD] Bio) fluorescence in situ hybridization (FISH) was performed on 5 μm cryosections of samples using the RNAScope Multiplex Fluorescent Reagent Kit V2 (ACD) according to the manufacturer’s instructions. In brief, RNA-FISH was performed on all tumor samples by the Molecular Pathology Laboratory at the National Cancer Institute at Frederick. Serial cryosections of each sample were also processed for H&E and CODEX staining as well as RNA-Seq analyses. Histopathology was performed by a board-certified veterinary pathologist. RNAScope target probe staining was performed using a Leica Biosystems Bond Rx automated IHC/FISH slide staining system (Leica Biosystems). For each set of RNA in situ hybridization probes stained, an RNAScope positive control and negative control probe were included to serve as an assay control. All target RNAScope probes were tested in a separate pilot study for the validation of probe specificity and localization. Digital fluorescent images (20×) were acquired on an Aperio ScanScope FL Scanner (Leica Biosystems), and object cell fluorescence intensity for each probe was quantified with HALO Imaging Software (Indica Labs). A classifier was built to distinguish between viable and necrotic tumor areas for each sample. Poorly stained areas were excluded; then, the fluorescent channels were adjusted by eye for each probe, and tissues were quantified. All data were exported to Excel (Microsoft) and Prism (GraphPad) for subsequent data and statistical analyses.

### Image analysis using HALO

CODEX and InSituPlex images were analyzed using HALO V3.3 (Indica Labs) available through the NCI HALO Image Analysis Resource. Registered and stacked InSituPlex images and processed CODEX images were fused to generate afi composite images for analysis. Segmentation of cells was performed using the nuclear channel and the cell cytoplasm was defined as a fixed width ring (2 μm) around each nucleus. Nuclear segmentation settings were optimized by visual verification of segmentation performance on random subsets of cells aiming to minimize the number of oversegmentation, undersegmentation, detected artefacts, and missed cells. Signal thresholding for each individual signal was defined based upon biomarker expression as judged by expert visual inspection independently on each image. Cellular phenotypes were set based on the combination of signals described in Supplemental Table 2 using HALO and/or positive and negative criteria. Regions of viable tumor, stroma, and necrosis were annotated manually on H&E-stained slides. The H&E annotations were fused with Ultivue and COX2-stained images to spatially localize COX2 expression and CD8^+^ T cells relative to viable tumor or stroma.

### Genome Expression Omnibus

The GSE37751 breast cancer data were obtained from the Genome Expression Omnibus (GEO) public data repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE264712). The R software (version 4.2) was used to extract gene expression data from TNBC samples for subsequent analysis. Briefly, COX2 and STING1 gene expression and associated survival data were extracted and processed together. The data set was divided into 2 subsets by the median COX2 expression value (high versus low). These COX2 subsets were then stratified for STING1 gene expression median values. The associated survival data from these subsets (COX2_hi_: STING1_lo_ versus STING1_hi_; COX2 _lo_: STING1_lo_ versus STING1_hi_) were exported to Prism (v10), and probability of survival was plotted. The *P* values were determined using log-rank (Mantel-Cox) test, and HRs were calculated using Mantel-Haenszel test.

### Statistics

Kaplan-Meier survival analysis was performed using the Stata/SE 14 (Stata Corp.) statistical software package. Median and mean follow-up times for disease-free survival were 65 months and 57 months, respectively (range, 1–186 months). A total of 60 of 200 patients experience a recurrence during this time. Kaplan-Meier curves and log-rank test for equality of the survival function was used for univariate survival analysis. Cox regression analysis was used to calculate HRs and to perform multivariable analysis. For animal experiments 2-way ANOVA with Tukey’s multiple-comparison test was employed to assess significance of tumor growth data. All other analyses employed Welch’s, Mann-Whitney *U* tests, or 1-way ANOVA with Dunnett’s multiple-comparison test, or the nonparametric Kruskal-Wallis test for comparison of 2 or more groups of equal or different sample sizes, to assess statistical significance of mean values using the GraphPad Prism software. Results are presented as mean ± SEM, and *P* ≤ 0.05 was considered significant.

#### Kaplan-Meier survival analysis.

A subset of 210 TNBC specimens from a larger TNBC cohort (26) arrayed on a tissue microarray were stained for COX2 expression by IHC as previously described (12) and for NOS2 expression as previously described (62). Paraffin-embedded (*n* = 210) tumor specimens were obtained from patients with breast cancer diagnosed with TNBC (confirmed ER/PR/HER2^–^) at Galway University Hospitals between 1999 and 2016. Areas of tumor were identified by the pathologist, and a tissue microarray was constructed. Clinical and pathological information were obtained from medical oncology and pathology reports. Disease staging was performed according to the tumor-node-metastasis (TNM) system of the American Joint Committee on Cancer/Union Internationale Contre le Cancer (AJCC/UICC). The Nottingham system was used to determine tumor grade. Disease-free survival was defined as no recurrence at the local site (breast), at the regional site (lymph nodes), or at distant sites. Patients who had distant metastasis at diagnosis were excluded from recurrence free survival. High versus low COX2 expression was defined based on IHC intensity and distribution scores where IHC intensity received scores of 0 to 3 if the staining was negative, weak, moderate, or strong. The distribution received scores of 0 to 4 if the staining distribution was <10% positive cells, 10%–30%, >30%–50%, >50%–80%, and >80%. A sum score was then divided into 4 groups as follows: (a) negative = 0–1, (b) weak = 2–3, (c) moderate = 4–5, and (d) strong = 6–7. The effect of COX2 expression on radiation therapeutic efficacy was evaluated in patients who had received fractionated x-ray irradiation doses totaling 50 Gy.

#### IHC analysis of patient tumor sections.

Tumor specimens were obtained from patients with breast cancer recruited at the University of Maryland (UMD) Medical Center, the Baltimore Veterans Affairs Medical Center, Union Memorial Hospital, Mercy Medical Center, and the Sinai Hospital in Baltimore between 1993 and 2003. Breast tumor COX2 expression was analyzed previously by IHC using a 1:50 diluted COX2 antibody (BD Biosciences, clone 33; no. 610204). COX2 expression was scored by a pathologist; scores of negative to weak (scores 1 and 2) or moderate to strong (scores 3 and 4) were categorized as low or high, respectively (13). Herein, COX2 expression analyzed by fluorescence staining was performed on the Leica Biosystems Bond RX autostainer using the Bond Polymer Refine Kit (Leica Biosystems, DS9800), with omission of the PostPrimary reagent, DAB, and Hematoxylin. After antigen retrieval with EDTA (BOND Epitope Retrieval 2, Leica), sections were incubated for 30 minutes with Cox2 (Cell Signaling Technology, 12282, 1:100), followed by the polymer reagent and OPAL Fluorophore 520 (Akoya). The original IHC and COX2 fluorescence staining results were generally consistent.

Formalin-fixed paraffin embedded (FFPE) tissue sectioned at 4 μm and mounted on SuperFrost Plus slides were stained with a FixVUE Immuno-8 Kit (formerly referred to as UltiMapper kits, Ultivue Inc.; CD8, PD-1, PD-L1, CD68, CD3, CD8, FoxP3, and panCK/SOX10 cocktail) using the antibody-conjugated DNA-barcoded multiplexed immunofluorescence (mIF) method (63). The kits include the required buffers and reagents to run the assays: antibody diluent, preamplification mix, amplification enzyme and buffer, fluorescent probes and corresponding buffer, and nuclear counterstain reagent. H&E and mIF staining was performed using the Leica Biosystems BOND RX autostainer using FixVUE (UltiMapper) protocol. First, FFPE tissue sections were baked vertically at 60°C–65°C for 30 minutes to remove excess paraffin prior to loading on the BOND RX. The BOND RX was used to stain the slides with the recommended FixVUE (UltiMapper) protocol. During assay setup, the reagents from the kit were prepared and loaded onto the autostainer in Leica Titration containers. Solutions for epitope retrieval (ER2, Leica Biosystems, AR9640) and BOND Wash (Leica Biosystems, AR9590), along with all other BOND RX bulk reagents, were purchased from Leica. During this assay, the sample was first incubated with a mixture of all 8 antibody conjugates; next, the DNA barcodes of each target were simultaneously amplified to improve the sensitivity of the assay. Fluorescent probes conjugated with complementary DNA barcodes were then added to the sample to bind and label the first round of 4 targets; a Round 1 fluorescent image was then acquired. Next, a gentle signal-removal step was used to remove the fluorescent probes of the first set of markers before adding the fluorescent probes specific for the second set of 4 markers; then imaging the slide was performed a second time to acquire the Round 2 fluorescent image. There was no need for quenching, bleaching, or other means to minimize signal between rounds. Before each round of imaging, the stained slides were mounted in Prolong Gold Anti-Fade mountant (Thermo Fisher Scientific, P36965 and coverslipped (Thermo Fisher Scientific, Fisherbrand Cover Glass 22 × 40 mm, no. 1.5). Digital IF images were scanned at 20× magnification. Round 1 and 2 images were coregistered and stacked with Ultivue’s UltiStacker software. The Ultivue Immuno8 FixVue Panel images used the following marker/fluorophore combinations with DAPI/FITC (CD8 Round 1 [R1]), CD3 R2, TRITC (PD-1 R1,CD4 R2), Cy5 (PD-L1 R1, FoxP3 R2), and Cy7 (CD68 R1, panCK/Sox10 R2). All digital images were then analyzed using HALO software (63).

#### In vivo studies.

Female BALB/c and C57BL/6 mice purchased from Charles River Laboratories were received at 7 weeks of age, housed 5 per cage, and given autoclaved food and water ad libitum. The mice were acclimated to the facility for 1 week prior to use. At 8 weeks of age, the mice were injected s.c. into the right hind limb with 200,000 4T1 (NCI-Frederick Cell Repository), EMT-6 (ATCC CRL-2755), or EO771 (ATCC CRL-3461) TNBC cells. Tumor measurements began 1 week after tumor cell injection, using a Vernier caliper and calculated in cubic millimeter volumes according to the following equation:

### ([short diameter]2 × long diameter)/2

Upon reaching tumor size of 100–200 mm^3^, tumor-bearing mice were divided into treatment groups of *n* = 10 or *n* = 5 for time course experiments. Tumor irradiation was accomplished by securing each animal in a specially designed Lucite jig fitted with lead shielding that protected the body from radiation while allowing exposure of the tumor-bearing leg. An XRAD320 x-ray cabinet (Precision X-Ray Inc.) using 1.5 mm Al/0.25 Cu/0.75 mm Sn filtration (300 KVp/12.5 mA) at a dose rate of 1.38 Gy/min was used as the x-ray source. Irradiated tumors received 1 dose of 6 Gy determined from the dose response curve shown in Supplemental Figure 3. This single dose yielded a growth delay that was markedly augmented by treatment with INDO. Importantly, in our study, a single dose of 6 Gy gave the same response as that shown by Vanpouille-Box et al., who administered a total of 30 Gy in 6 Gy dose fractions to 4T1 tumor–bearing mice (4). Given that our DER (DER 1.3) was consistent with that of Vanpouille-Box, along with added stress to the mice and the radiation sensitivity of T cells (30), we used the single-dose method. After tumor irradiation, the mice were returned to their cages and given INDO (30 mg/L) in the drinking water for the duration of the experiment. In a separate experiment, mice were treated with the STING agonist cGAMP (Invivogen) twice weekly for 3 weeks. Drinking water with and without INDO was changed every Monday, Wednesday, and Friday, and treatment continued for the duration of the experiment unless otherwise specified. Tumors were measured 3 times each week thereafter to assess tumor growth. Animals were euthanized when tumor growth approached the maximum allowable limit of 2,000 mm^3^. For the assessment of lung metastatic burden, lungs were fixed in Bouin’s solution and metastatic lesions were counted. Tumors were flash frozen, and serial 10 μm slices were sequentially obtained for RNA-Seq, CODEX, and RNAScope analyses.

### Study approval

Disease staging was performed according to the TNM system of the AJCC/UICC. The collection of tumor specimens and clinical and pathological information was reviewed and approved by the Galway University Hospitals Ethics Committee (approval no. CA1012). Informed consent was obtained from all patients. The collection of tumor specimens, survey data, and clinical and pathological information was reviewed and approved by the UMD IRB for the participating institutions. The research was also reviewed and approved by the NIH Office of Human Subjects Research (OHSR, no. 2248). Animal care provided at the NCI-Frederick Animal Facility was in accordance with the procedures outlined in the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). The NCI-Frederick Animal Facility is accredited by the Association for Accreditation of Laboratory Animal Care International and follows the Public Health Service Policy for the Care and Use of Laboratory Animals.

### Data availability

Data are available at GEO accession no. GSE264712. All other data are available upon request to corresponding author. Supporting data, including values for all data points shown in graphs and mean values, are available in the Supporting Data Values file.

## Author contributions

Each author contributed as follows: LAR designed and conducted experiments, analyzed and interpreted data, and wrote the manuscript. RYSC designed and conducted experiments, analyzed and interpreted data, and wrote the manuscript. NK analyzed data. VS conducted experiments and analyzed data. DDB conducted experiments. DB conducted experiments and analyzed data. ALW analyzed data. AJW conducted experiments and analyzed data. CK analyzed data. WFH analyzed data. EFE provided pathology analysis. DOB conducted experiments. ACW conducted experiments. THD conducted experiments. MP analyzed data. RJK analyzed and interpreted data. SL analyzed and interpreted data. RJB analyzed and interpreted data. JR analyzed and interpreted data. STCW analyzed and interpreted data. SMH analyzed and interpreted data. JCC analyzed and interpreted data. AS conducted experiments and analyzed data. GMC analyzed and interpreted data. SAG provided cohort analyzed and interpreted data. SA provided cohort analyzed and interpreted data. SKA analyzed and interpreted data. DWM analyzed and interpreted data. SJL provided instrumentation, analyzed, and interpreted data. DAW conceptualized and designed experiments, analyzed and interpreted data, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
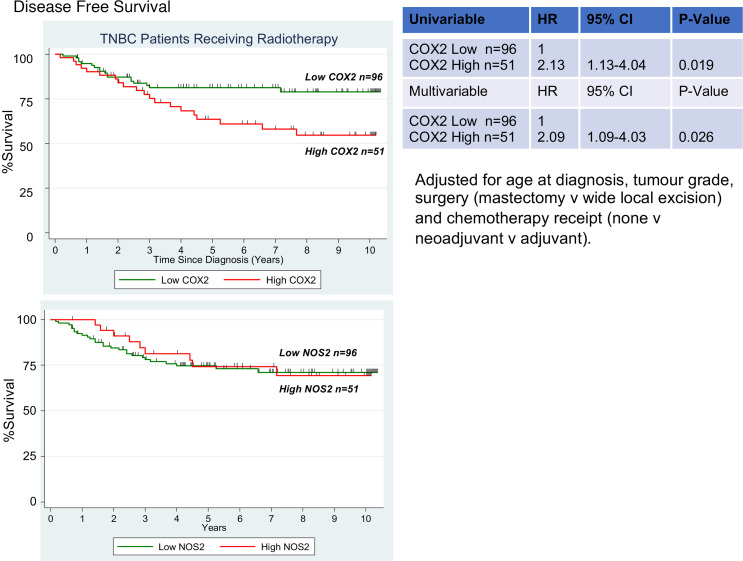
Association between tumor COX2 expression and breast cancer survival. Kaplan-Meier and log rank test were used to determine cumulative disease-free survival curve of patients with TNBC (*n* = 147) by COX2 status; when compared with low COX2 tumor expression (*n* = 96), high COX2 (*n* = 51) predicted poor survival among patients who had received fractionated radiation doses totaling 50 Gy. *P* = 0.026. Elevated NOS2 tumor expression had no predictive value in the same patients.

**Figure 2:**
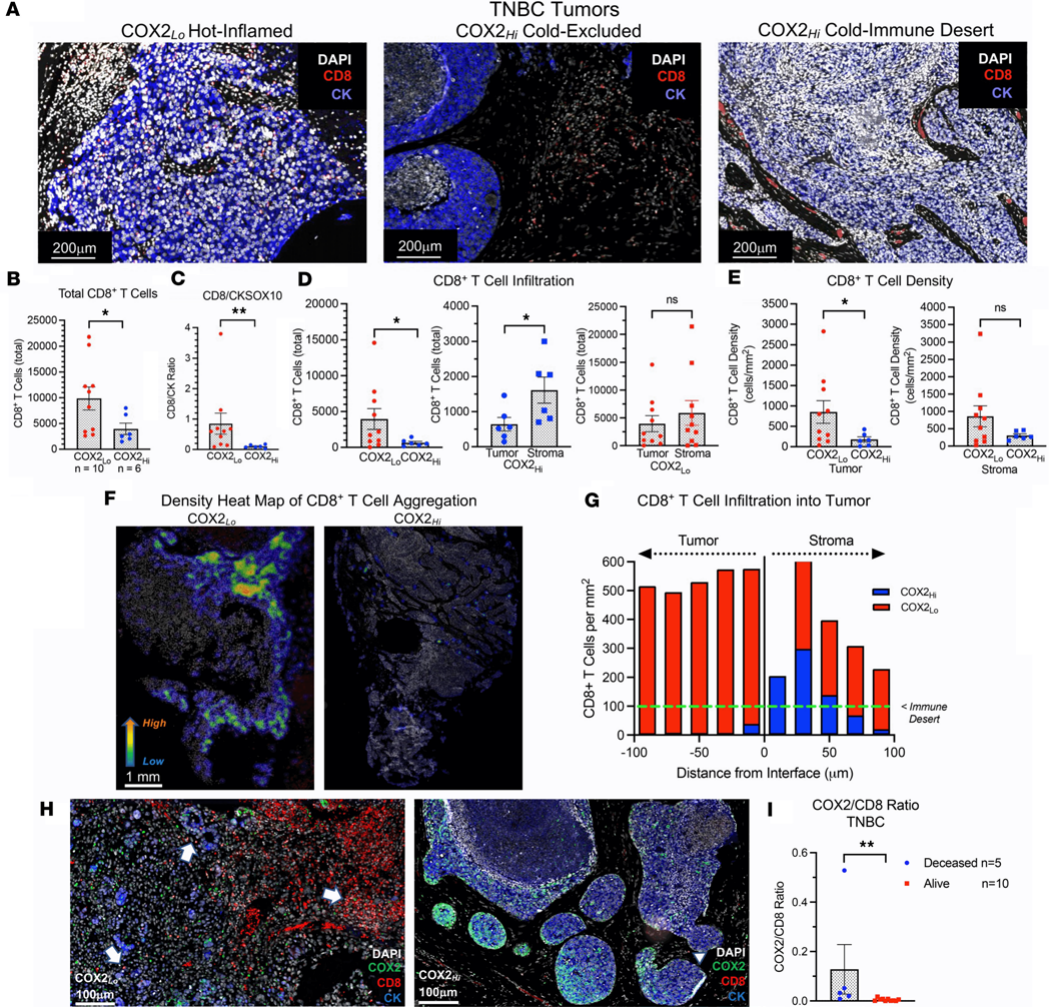
CD8^+^ T cell spatial distribution in COX2_hi_ and COX2_lo_ expressing tumors. (**A**) CD8^+^ T cells (red stain), CK tumor marker (blue stain), and DAPI (white stain) showing COX2_lo_ “Hot-Inflamed” tumor with high CD8^+^ T cell penetration into tumor epithelium, COX2_hi_ “Cold-Excluded” tumor showing CD8^+^ T cells restricted to stroma, and COX2_hi_ “Cold-Immune Desert” showing few or absence of CD8^+^ T cells in the tumor epithelium. Scale bars: 200 μm. (**B**) CD8^+^ T cell quantification showing increased total CD8^+^ T cells in COX2_lo_ (red circles *n* = 10) versus COX2_hi_ (blue circles *n* = 6) tumors. (**C**) Increased CD8^+^ T cell/tumor CKSOX10 ratio in COX2_lo_ (red) versus COX2_hi_ (blue) tumors. (**D**) The left graph shows significantly elevated CD8^+^T cell infiltration in COX2_lo_ versus COX2_hi_ tumors. The middle graph shows significantly reduced CD8^+^ T cell infiltration in COX2_hi_ annotated tumor regions where CD8^+^ T cells are highly stroma restricted. The right graph shows no significant difference between CD8^+^ T cells in tumor versus stroma regions in COX2_lo_ tumors. (**E**) CD8^+^ T cell density per mm^2^ localized in tumor- (left) or stroma-annotated (right) regions in COX2_lo_ (red) versus COX2_hi_ (blue) tumors. (**F**) Density heat map showing elevated CD8^+^ T cell aggregation in COX2_lo_ versus COX2_hi_ tumors. Scale bar: 1 mm. (**G**) Increased number of CD8^+^ T cells infiltrating from tumor-stroma interface into tumor epithelium in COX2_lo_ (red bar) versus COX2_hi_ (blue bar) tumors. (**H**) COX2_lo_ expressing tumors (left panel) exhibit dramatically increased number and penetration of CD8^+^ T cells into tumor epithelium (white arrows). In contrast, CD8^+^ T cell (white arrowhead) in COX2hi tumors (right panel) are stroma restricted. DAPI (white), COX2 (green), CD8^+^ T cell (red), and CKSOX10 tumor marker (blue) are shown. (**I**) Increased COX2/CD8^+^ T cell ratios in patients with TNBC who succumbed to disease versus those who survived (Deceased versus Alive) at 5 years after diagnosis. *P ≤ 0.05, **P ≤ 0.0075 using Mann-Whitney *U* or Welch’s test.

**Figure 3:**
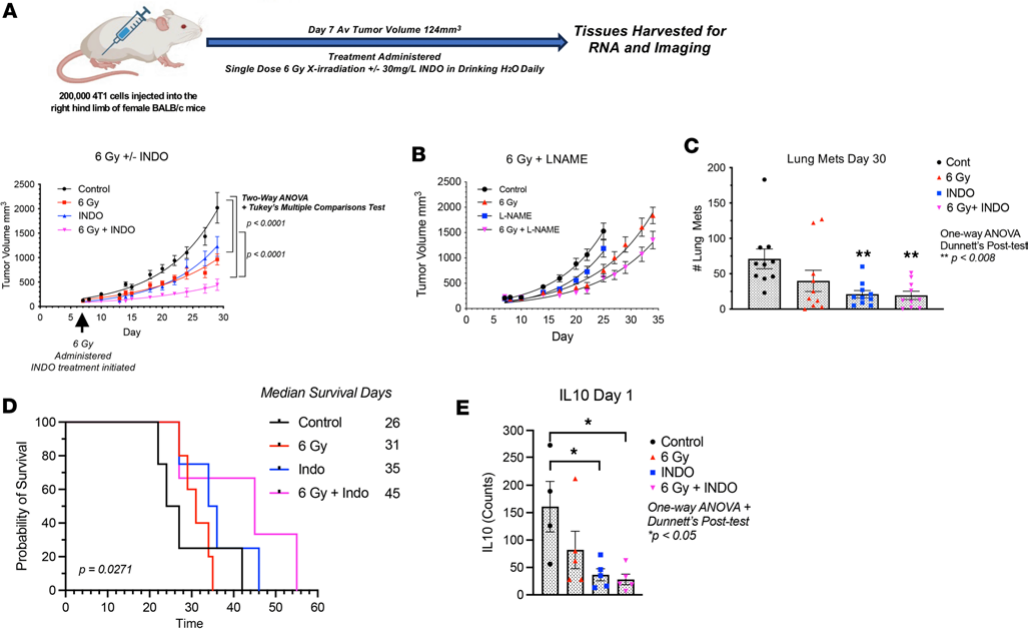
Antitumor effect of 6 Gy radiation ± INDO in 4T1 tumor–bearing mice. (**A**) A single dose of 6 Gy irradiation as well as daily INDO treatments were given on day 7 following tumor injection. After tumor irradiation, the mice were returned to their cage and given INDO (30 mg/L) in the drinking water, which continued for the duration of the experiment. The tumor growth curve shows intermediate growth delays associated with single agent 6 Gy and INDO treatments while 6 Gy + INDO combination treatment abated tumor growth. Two-way ANOVA with Tukey’s multiple-comparison test was used to determine significant changes in tumor growth. (**B**) Modest enhancement of 6 Gy–induced growth delay by the pan-NOS inhibitor L-NAME. (**C**) INDO alone and 6 Gy + INDO treatments reduce lung metastatic burden when compared with control untreated mice. One-way ANOVA with Dunnett’s post hoc test was used was used. (**D**) Improved median survival associated with 6 Gy + INDO combination treatment. *P* = 0.0271 log rank test for trend. (**E**) RNA-Seq gene expression showing reduced IL-10 gene expression in INDO and 6 Gy + INDO–treated tumors. One-way ANOVA with Dunnett’s post hoc test were used *P < 0.05.

**Figure 4:**
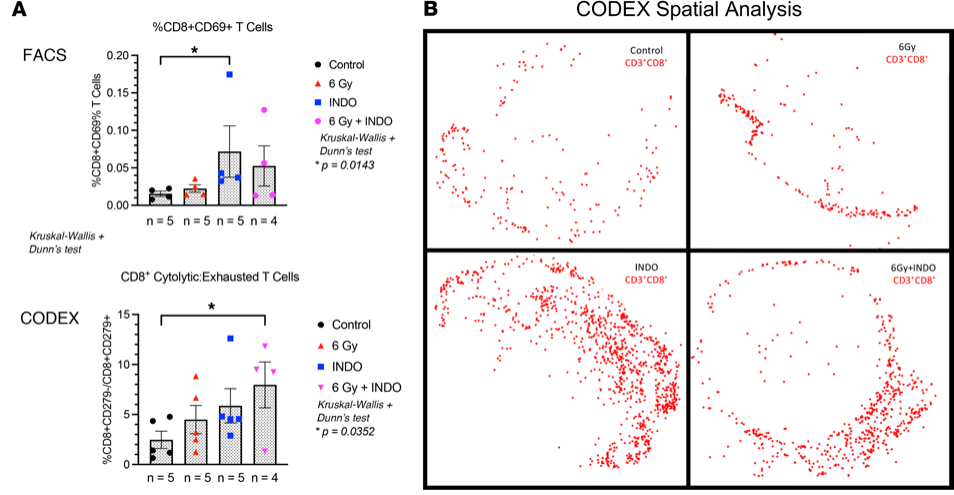
FACS and CODEX analyses show increased tumor infiltrating CD8^+^ T cells on day 7 after IR. (**A**) FACS and CODEX analysis show increased CD8^+^CD69^+^ (active) T cells and increased cytolytic/exhausted CD8^+^ T cell ratios, respectively. (**B**) CD8^+^ T cell spatial distribution, where red dots represent the detection of > 1 CD8^+^ cell marker in a 25 μm diameter circle and the spatial location of the migrating cells. *P < 0.05 using Kruskal-Wallis with Dunn’s post hoc test.

**Figure 5:**
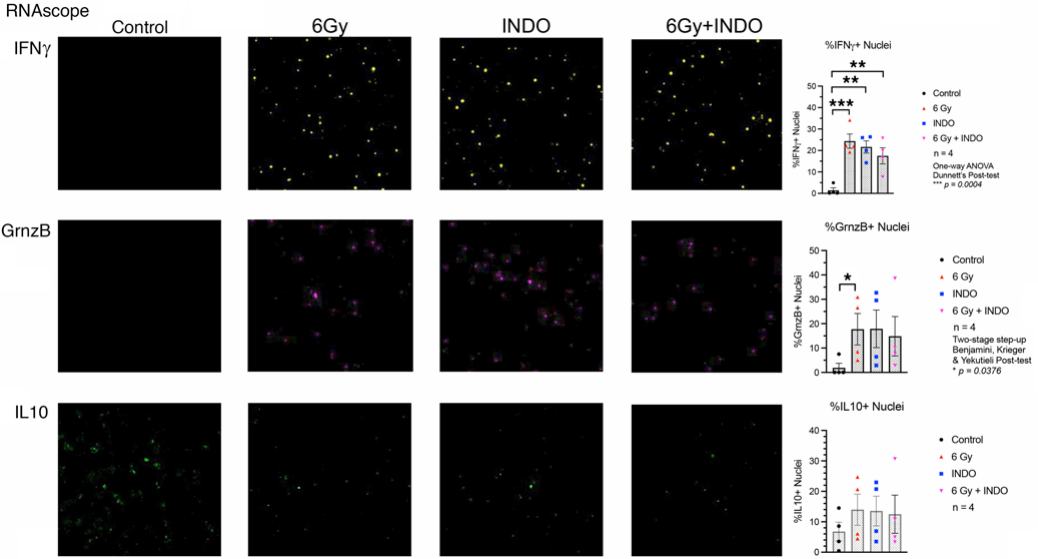
RNAScope analysis of IFN-γ, GrnzB, and IL-10. Increased expression of IFN-γ and GrnzB supportive of elevated cytolytic CD8^+^ T cell phenotypes were measured in treated tumors on day 7 after IR. No significant changes in IL-10 expression were observed. *P < 0.05, **P < 0.006, ***P = 0.0004 using 1-way ANOVA with Dunnett’s post hoc test or Kruskal-Wallis with Benjamini, Krieger, & Yekutieli 2-stage step-up post hoc test. Magnification, ×20.

**Figure 6:**
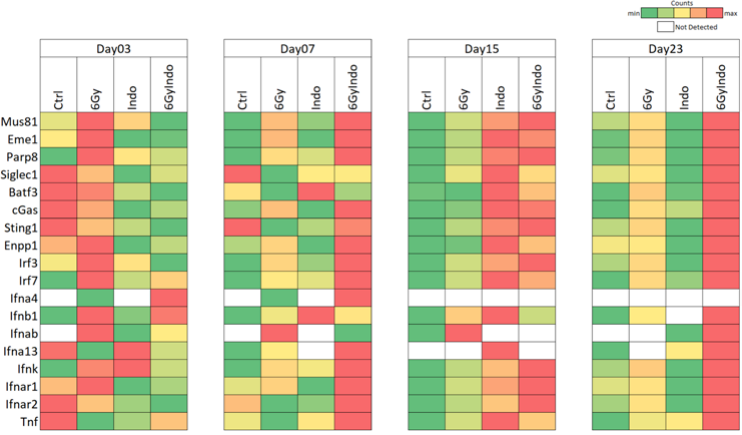
Increased cGAS/STING1 in 6 Gy + INDO–treated tumors. Heatmaps analysis of individual genes related to the cGAS/STING pathway leading to augmented type I IFN in 6 Gy–, INDO-, and 6 Gy+INDO–treated samples. The green-to-red (low-to-high) color scale indicates the number of transcript counts. White boxes indicate no transcripts were found. Prior to heatmap development in Microsoft 64-bit Excel 365, transcript counts were normalized using the default “counts per million + 0.0001” method in the Partek Flow software (Build 10.0.22.0428).

**Figure 7:**
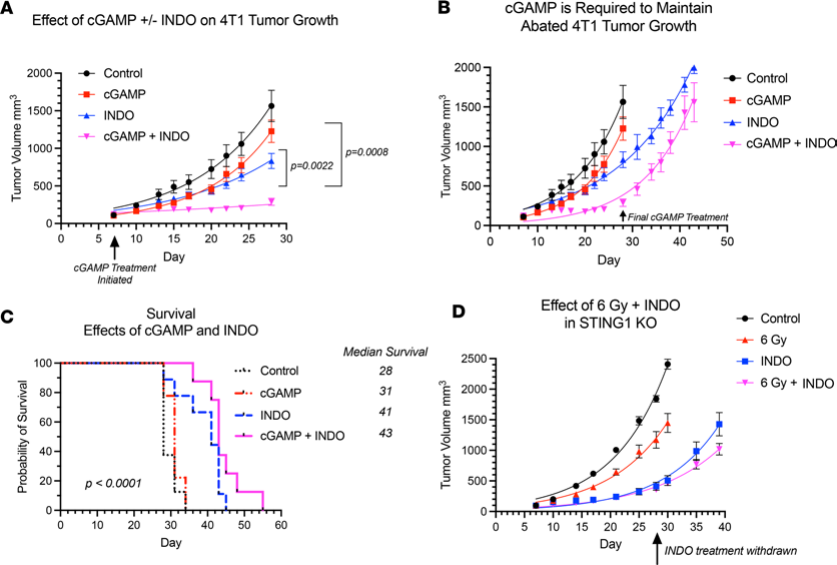
STING agonist cGAMP + INDO abates 4T1 tumor growth. (**A**) The STING agonist cGAMP was administered intratumorally (5 μg/50 μL in endotoxin-free H_2_0) 2 times per week for 3 weeks beginning on day 7 as indicated by the arrows. INDO administration in the drinking water also began on day 7 and was present continuously throughout the experiment. The cGAMP + INDO combination treatment completely abated tumor growth. Two-way ANOVA with Tukey’s multiple-comparison test was used. (**B**) Tumor growth in cGAMP + INDO resumed after cGAMP treatment stopped on day 29. (**C**) cGAMP + INDO combination treatment improved median survival when compared with cGAMP treatment alone. Statistical Log-rank (Mantel-Cox) test was used. (**D**) INDO treatment promoted antitumor effects independent of radiation in STING-KO mice indicating the importance of local tumor STING response versus systemic STING depletion in mice.

**Figure 8:**
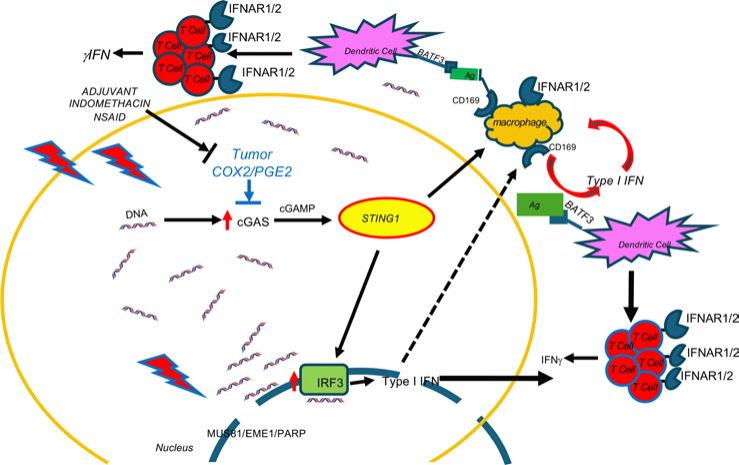
Indomethacin augments cytoplasmic tumor DNA accumulation and downstream induction of cGAS/STING1, and type I IFN in treated tumors. Radiation + indomethacin for COX2 inhibition increases cytoplasmic tumor DNA accumulation through MUS81/EME1/PARP. Accumulated cytoplasmic tumor DNA then induces cGAS/STING, type I IFNs, IFNAR, and increases cytolytic T cells.

How the deposited data were processed for this re-analysis (not part of the article)

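Total RNA of 94 4T1 tumors was sequenced by the authors: 20 untreated controls, 25 irradiated with 6 Gy, 25 given INDO and 24 given both, taken on 5 days after IR. The authors deposited 1 table of expected counts, in which reads that fit several genes are shared out. Their methods state trimming with Cutadapt, and normalization and quality control in Partek Flow. Which tool made the counts is not stated in the sources used here. The values were checked to be counts that are not scaled to library size. Treatment, day and replicate number of each tumor come from the sample labels, and no column was left unmapped. The counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Gene symbols are those of the table, and gene positions were read from a reference annotation of the same genome build.

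For each day, the 4 groups entered 1 edgeR fit (filterByExpr, TMM, quasi-likelihood F test on the trended dispersion), and each treatment was compared with control. A mean over days came from 1 fit of all 94 tumors with a mean per treatment and day, in which the 5 days weigh alike. It compared each treatment with control, 6 Gy + INDO with 6 Gy and with INDO, and gave the interaction of the 2 treatments on the log2 scale, for 21 comparisons in all. The SE of a log2 fold change is its size over the square root of the F statistic. Levels are CPM with TMM library sizes. Il10 on day 1 was compared with exact permutation tests of CPM, as the result of Figure 3E.

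The 25 gene lists were written with the plan. They are the paper's Figure 6 list, DNA repair and replication stress, cytosolic DNA and RNA sensing, interferon genes, interferon-stimulated genes, antigen presentation, immunosuppressive mediators, the prostaglandin pathway, the p53 and radiation response, proliferation, and hypoxia and glycolysis. For cell types and tissues they are T cells, cytotoxic lymphocytes, B and plasma cells, macrophages and monocytes, neutrophils, dendritic cells, endothelium, fibroblasts and matrix, tumor epithelium, skeletal muscle, skin, adipocytes and blood, and the last holds housekeeping genes. A list was tested with limma camera where at least 5 members passed the filter. This test asks whether its genes moved against all other genes.

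Genes named in the text follow a rule written with the plan: the 32 genes the paper names for RNA-Seq, up to 4 members of each list with the smallest p among those called, and for each comparison the 5 called genes with the largest change in each direction. The last needed a mean log2 CPM of at least 1 and groups that do not overlap.

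Alternatives were RLE factors, scaling by 14 housekeeping genes, DESeq2, no filter on low counts, all 94 tumors in 1 fit, a replicate block, the paper's limits of P under 0.05 and a 2-fold change, leaving out each day, and leaving out each tumor. List tests were repeated with an estimated correlation, and Il10 with counts as deposited, housekeeping scaling and log2(CPM + 0.5). Added after the data were seen were a fit without tumors over 300 CPM of receptor reads, receptor reads as a covariate, and scores of skin, muscle and fat as covariates. The fits were tested on simulated data with 200 genes changed. With 5 tumors against 5 on day 7, 4.48% of 1.5-fold, 52.2% of 2-fold and 86.4% of 4-fold changes were called. With 5 against 3 on day 15 these shares were 5.97%, 32.8% and 86.4%, and over days 62.7%, 92.5% and 100%. The simulated genes had a count floor of 20, so the shares do not cover genes with few reads, such as most type I interferon genes. The real fit of 6 Gy + INDO on day 7 called 10071 genes, far more than were changed here. An adjusted p depends on how many genes change, so the shares do not give the power of that fit. Flow cytometry, CODEX, RNAscope, cGAMP and human data of the study were not analysed here. A result for 1 gene is not reported here.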

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

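Of the tests below, those of tissue, treatment and an interferon response as explanations, the one without high-receptor tumors, and the one of a component built without receptor genes, were chosen after the result was seen. A single tumor far from its group was looked for in 76 groups, and chance gives about 1 in 20. It was found in 13.

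Of the 94 tumors, 10 lie apart on the first principal component (score over 100). Their lowest receptor CPM is 3.67 times the median of the others, which decides nothing, since receptor genes are 56 of the 100 highest loads, but with these genes left out 9 tumors stay apart, the lowest at 5.10 times that median, consistent with reads spread over genes that tumors do not use. The largest absolute correlation of the component with a score of skin, muscle or fat is 0.18, which argues against tissue taken along with the tumor. Above 300 receptor CPM are 8 of 24 tumors given 6 Gy + INDO and 3 of 70 others (Fisher's exact p = 0.000631), but 16 given 6 Gy + INDO lie below. High-receptor libraries totaled 21.0 to 57.2 M counts, and the lowest of the others 31.4 M. In high-receptor tumors 33600 to 41167 genes were detected, against 24429 to 32934 in the others. The component had r = -0.60 with log2 library total. Such values go with a library effect, and untreated control replicate 1 on day 15 is a high-receptor tumor. Totals were also lower with 6 Gy + INDO as a group (median 37.5 M, 73.4 M in controls). The treatment and a library effect that fell mostly on 6 Gy + INDO cannot be told apart, since the labels give no library batch.

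Type I interferon genes together were higher in 6 Gy + INDO tumors than in controls by 0.91 (log2 ratio, mean over days), while receptor CPM was higher by 1.73. Over the 94 tumors, summed interferon CPM and receptor CPM had a Spearman rho of 0.395 (permutation p = 0.0001, the smallest that 10000 permutations can give), and 0.256 without the high-receptor tumors, which leaves open how much comes from such reads. Without the high-receptor tumors the interferon ratio was 0.62 (permutation p = 0.005), but receptor CPM was still higher by 0.39, so spread reads are not excluded there either. On day 15 receptor reads did not match the difference: interferon CPM was 1.370 with 6 Gy + INDO and 0.717 in controls. Receptor CPM was 85.6 and 213, with 103 and 78.1 in control replicates 2 and 3. On days 3, 7 and 23 both means were higher with 6 Gy + INDO, and on day 1 only receptor CPM was. An interferon response could be neither shown nor excluded: the median log2 fold change of 48 ISGs over days was 0.058, with 7 higher and 3 lower, or 31 and 1 with housekeeping scaling, and on day 3 it was 0.81, with 27 higher and 1 lower.

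Library totals stood far from the group for control replicate 1 on day 7 (47.5 M counts, others 84.6 to 96.5), 6 Gy + INDO replicate 1 on day 7 (74.9, others 21.0 to 36.1) and INDO replicate 1 on day 23 (89.0, others 38.3 to 41.0). Receptor CPM did for INDO replicate 5 (328) and 6 Gy + INDO replicate 5 (70.6) on day 1, control replicate 1 (73.2) and INDO replicate 2 (117) on day 7, and INDO replicate 3 on day 15 (675). The T cell list score was 4.73 in INDO replicate 3 on day 3, against 0.00 to 1.22 in the other 4 tumors. The ISG list score was 6.15 in 6 Gy + INDO replicate 2 on day 1, 6.65 in control replicate 4 and 5.58 in 6 Gy + INDO replicate 2 on day 7. Il10 was 5.29 CPM in 6 Gy replicate 2 on day 1, against 0.388 to 1.74 in the others.

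The change against control differed between days in 18 reported tests of a gene the paper names and a treatment (edgeR, adjusted over 90 tests). After 6 Gy this held for Irf7 (adjusted p = 0.000273), Ifnar2 (0.000583), Siglec1 (0.00704), Sting1 (0.01003) and Ifnar1 (0.0204). With INDO it held for Ifnk (0.00704), Cd4 (0.012), Cd8a (0.0171), Sting1 (0.0205) and Foxp3 (0.0286). With 6 Gy + INDO it held for Ifnar2 (0.000273), Irf7 (0.00125), Ifnk (0.00704), Sting1 (0.0077), Siglec1 (0.0093), Ifnar1 (0.01003), Il10 (0.0171) and Foxp3 (0.0171). Among genes the paper does not discuss, 470 of 1366 receptor genes were called higher in 6 Gy + INDO than in controls over days (median log2 fold change 3.03).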

How the results depend on the processing

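Alternatives chosen after the data were seen are those without high-receptor tumors and those with receptor reads or tissue scores as covariates. The others were set before the data were examined. Numbers of called genes are given for 6 Gy, INDO and 6 Gy + INDO against control unless stated, and where no reason is given, the cause was not tested. A pseudocount and a filter for normalized values were not run, since the table holds counts.

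At the paper's limits, which carry no adjustment, the counts became 1921, 2112 and 2812 on day 1, 2742 for INDO and 5356 for 6 Gy + INDO on day 7, 362, 524 and 759 on day 15, 1208, 1201 and 2204 on day 23, 1504, 1726 and 4608 over days, and 3806 for 6 Gy + INDO against 6 Gy. With all 94 tumors in 1 fit they were 1934 and 1837 for 6 Gy and INDO on day 1, 11964 and 16376 for 6 Gy + INDO on days 3 and 7, 7 and 108 for INDO and 6 Gy + INDO on day 15, and 346, 72 and 6735 on day 23. With DESeq2 they were 3099 and 2769 for 6 Gy and INDO on day 3, 24, 140 and 1195 on day 15, and 147, 123 and 1774 on day 23. With no filter they were 930, 819 and 12689 on day 3, 3300 and 19156 for INDO and 6 Gy + INDO on day 7, and 94 for 6 Gy + INDO on day 15. Housekeeping scaling gave 6668 for 6 Gy + INDO on day 3, 8 and 178 for INDO and 6 Gy + INDO on day 15, and 0 for 6 Gy + INDO on day 23, as did RLE factors. A replicate block gave 96 for 6 Gy + INDO on day 15, and 22 and 0 for 6 Gy and 6 Gy + INDO on day 23. Tumors of equal number were not paired by their expression: 54 of 132 such pairs within a day had residual r over 0.1, against 182 of 528 others.

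Without the high-receptor tumors, 6 Gy + INDO gave 14, 4710, 108 and 0 on days 3, 7, 15 and 23, 10089 over days, 5805 against 6 Gy and 146 against INDO, and the interaction 808. This leaves 1 tumor on day 3, assumed to vary like the other groups, and 2 on day 7. With receptor reads as a covariate the count was 1942 for INDO on day 1, 27 and 2057 for 6 Gy + INDO on days 3 and 7, 1 and 436 for 6 Gy and 6 Gy + INDO on day 15, and 0 for 6 Gy + INDO on day 23. Over days it was 8790 for 6 Gy + INDO, 5571 against 6 Gy and 195 against INDO. Tissue scores as covariates gave 101 for the interaction. Over days, leaving out day 1 gave 3580 for 6 Gy, 5221 against INDO and 1230 for the interaction. Leaving out day 3 gave 70 against INDO and 664 for the interaction. Leaving out day 7 gave 2941, 5205 and 10230, 745 against INDO and 923 for the interaction. Leaving out day 15 gave 8150 against INDO and 4126 for the interaction, and leaving out day 23 gave 1635 and 1222. List calls fell from 239 to 9 with an estimated correlation. The exact p of Il10 with INDO was 0.0159 on counts as deposited, which are not scaled to library size.

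Leaving out 1 tumor at a time gave 2334 to 4409, 1939 to 3499 and 3802 to 5546 genes on day 1, 746 to 1769, 621 to 1652 and 2251 to 7851 on day 3, and 2441 to 4281, 3407 to 7036 and 8551 to 11501 on day 7. On day 15 it gave 0 to 3, 0 to 1 and 1 to 241, and on day 23 0 to 0, 0 to 23 and 0 to 1. It gave 225 to 258 list calls, and for Il10 exact p of 0.0857 to 1, 0.0286 to 0.161 (0.0286 without INDO replicate 1) and 0.0179 to 0.0286. Moves by over 1.5 times came, for INDO on day 1, without control replicate 1 (2111) or 3 (1939). On day 3 they came for 6 Gy without its replicate 2 (746), 3 (1004) or 5 (1118), and for INDO without control replicate 3 (621) or 5 (813) or INDO replicate 2 (727) or 5 (726). For 6 Gy + INDO on that day they came without control replicate 3 (2635) or 5 (2832), or its replicate 1 (2251), 2 (2441) or 3 (7851). For INDO on day 7 they came without control replicate 4 (3516) or 5 (3407), or INDO replicate 2 (3467). On day 15 they came without 6 Gy replicate 1 (3) for 6 Gy and control replicate 3 (1) for INDO. For 6 Gy + INDO they came without control replicate 2 (21) or 3 (1), or its replicate 1 (124), 4 (119) or 5 (75). On day 23 they came for INDO without its replicate 2 (23) or 4 (1), and 6 Gy + INDO fell to 0 without control replicate 1 or 2 or its replicates 1 to 4.

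Among 366 pairs of a named gene and a comparison, direction and side of the threshold held for 355 with RLE factors, 352 with no filter, 350 with DESeq2, 350 with a replicate block, 305 with housekeeping scaling, 331 without high-receptor tumors and 321 with receptor reads as a covariate. With 1 tumor left out they held in 2223 of 2369 fits, with 127 calls lost and 19 gained. Changes of sign were counted for called values only. Called losses turned positive with housekeeping scaling for Irf3 over days (0.0293) and Ifnar1 on day 3 (0.0301) with 6 Gy + INDO, and for Mus81 (0.0122) and Ifnar1 (0.11) in 6 Gy + INDO against 6 Gy. Depth limits the type I interferon genes other than Ifnk, with at most 20 reads of Ifna13 in a tumor.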

Differences from the paper's values

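The Il10 bars of Figure 3E (about 160, 80, 37 and 27, read by eye) match the mean counts as deposited, 161, 82.0, 36.6 and 25.6 for control, 6 Gy, INDO and 6 Gy + INDO. The paper calls the fall with INDO significant. The exact test of CPM gives p = 0.0556, and that of the counts as deposited, an alternative set before the data were examined, 0.0159. With housekeeping scaling it is 0.119, and with log2(CPM + 0.5) 0.0556.

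The paper states that cGAS/STING and type I interferon genes (Figure 6) were elevated after 6 Gy with or without INDO from day 3 to day 23. Of the 18 genes, the 6 Gy + INDO mean in CPM lay above the control mean for 8, 7, 10 and 12 on days 3, 7, 15 and 23, and with housekeeping scaling for 12, 11, 11 and 17. The 6 Gy mean lay above it for 7, 6, 8 and 7, and with housekeeping scaling for 7, 6, 11 and 8. The highest of the 4 groups in CPM was control for 9, 11, 2 and 4 genes, 6 Gy for 3, 0, 2 and 5, INDO for 2, 2, 12 and 2, and 6 Gy + INDO for 4, 5, 2 and 7. In the figure the highest group is mostly 6 Gy on day 3, 6 Gy + INDO on days 7 and 23, and INDO or 6 Gy + INDO on day 15. Housekeeping scaling puts 6 Gy + INDO highest for 9, 8, 3 and 14 and INDO for 3, 5, 13 and 0, and counts as deposited put 6 Gy highest for 8, 5, 5 and 2, control for 9, 12, 6 and 14 and 6 Gy + INDO for 1, 0, 1 and 1. Housekeeping scaling without high-receptor tumors, chosen after seeing the values, puts 6 Gy + INDO highest for 3, 6, 2 and 11.

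The paper states that MUS81, EME1 and PARP genes were increased. Eme1 rose on day 1 with 6 Gy and 6 Gy + INDO and over days with 6 Gy, and Parp8 over days with INDO, while Mus81 fell over days with 6 Gy + INDO (-0.24). The Mus81 call is lost with housekeeping scaling (-0.01), without day 3 (-0.15), without high-receptor tumors (-0.19) and with a receptor covariate (-0.07). Eme1 on day 1 with 6 Gy is not called with RLE factors, housekeeping scaling, all 94 tumors in 1 fit, no filter, a replicate block or a receptor covariate, without high-receptor tumors, or with 7 of the 9 tumors left out in turn. With 6 Gy + INDO it is not called with all 94 tumors in 1 fit or without control replicate 3 or 4. Eme1 over days with 6 Gy is not called with housekeeping scaling, no filter, a replicate block or tissue covariates, without high-receptor tumors, or without day 1, 3, 7 or 23. Parp8 with INDO is not called without day 1, 3 or 15 or with tissue covariates. Settings that call more of them higher with 6 Gy + INDO are housekeeping scaling (Eme1 0.51 on day 7 and 0.43 over days, Parp8 0.54 on day 3 and 0.34 over days), DESeq2 and RLE factors (Eme1 0.25 and Parp8 0.16 over days), and leaving out day 3 (Eme1 0.29). Leaving out control replicate 1 calls Parp8 on day 7 (0.30), and leaving out 6 Gy + INDO replicate 1 calls Eme1 on day 7 (0.32). With INDO, leaving out control replicate 4 calls Parp8 on day 1 (0.33).

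The paper states that cGAS, STING1, IRF3, IFNAR1 and IFNAR2 were raised by 6 Gy + INDO from day 3 on. Cgas was not called (-0.02 over days), and Sting1 (-0.43), Irf3 (-0.21), Ifnar1 (-0.28) and Ifnar2 (-0.33) fell over days. This mean includes day 1, before the period stated. On days 3, 7, 15 and 23 Sting1 changed by -0.65, -0.74, 0.12 and -0.10, and Ifnar2 by -0.47, -0.51, 0.08 and 0.01. Ifnar1 changed by -0.33, -0.46, 0.01 and -0.31, and Irf3 by -0.35, -0.30, 0.01 and -0.16. None of these was called on days 15 and 23. Changes differed between days for Sting1, Ifnar1 and Ifnar2 (edgeR adjusted p = 0.0077, 0.010 and 0.00027), not for Irf3 (0.43). Over days with housekeeping scaling, Sting1 stays called lower (-0.21), and Irf3 (0.03), Ifnar1 (-0.05) and Ifnar2 (-0.09) are not called. The Irf3 call is also lost without day 3 or 7, without high-receptor tumors and with a receptor covariate. Housekeeping scaling calls Cgas higher (0.22), and no setting calls Sting1, Irf3, Ifnar1 or Ifnar2 higher against control. The increase in Irf7 that the paper states was found on day 3 (1.16) and not as a mean over days (0.02). The day 3 change stayed about as large, but was not called, with a receptor covariate or without high-receptor tumors. The latter leaves n = 1.

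The paper states an increase in type I interferons. On days 3 and 7 the summed CPM of the 18 genes lay above all controls in every tumor given 6 Gy or INDO alone. On days 1, 15 and 23 these groups overlapped controls. Ifnk rose over days with 6 Gy + INDO (0.60), and Ifnb1 (0.30) and Ifna13 (1.03) were not called. The Ifnk call is lost without day 7 (0.39) or 15 (0.38) and with tissue covariates (0.38). With INDO, Ifnk rose on day 3 (1.19), day 7 (1.74) and over days (0.69); the first call is lost with no filter and without control replicate 3 or INDO replicate 2, and the last without day 7 (0.46) and with tissue covariates (0.45). Ifna13 is called at the paper's limits (p = 0.032), with DESeq2 (1.10), RLE factors (1.08), housekeeping scaling (1.24) and without day 15 (1.11). Ifnk on day 3 with 6 Gy + INDO is called with housekeeping scaling (1.06) and without control replicate 2 (0.94). With 6 Gy, Ifnk is called on day 3 (0.80), on day 7 (1.18) and over days (0.40) with DESeq2, on day 7 with all 94 tumors in 1 fit (1.17) and without control replicate 1 (0.89), and over days without day 1 (0.57) or 23 (0.53). Settings chosen after seeing the values, which drop 3 and 6 of 17 higher calls of genes the paper names, call Ifnk on day 7 with 6 Gy (1.29, receptor covariate), and, without high-receptor tumors, Ifna13 with 6 Gy on day 3 (2.29) and Ifnb1 with INDO on day 7 (1.23).

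The paper states that MUS81, EME1, PARP, CD169, cGAS, STING1, type I and II interferons and IFNAR1/2 were induced by INDO and 6 Gy + INDO on days 15 and 23. None was called on these days, and the smallest adjusted p for 6 Gy + INDO was 0.11 (Ifnk, day 15). In CPM the INDO mean lay above the control mean for 14 and 9 of the 18 Figure 6 genes on days 15 and 23. With housekeeping scaling these numbers were 17 and 8. With that scaling and the paper's limits, 1 of 14 tested Figure 6 genes was higher with INDO on day 15. At the paper's limits, without adjustment, Ifnk is called higher on day 15 with 6 Gy + INDO (1.28, p = 0.00712). No other of these genes is called higher there by RLE factors, DESeq2, housekeeping scaling or all 94 tumors in 1 fit, and the last calls Ifnar1 lower on day 23 with 6 Gy + INDO (-0.34).

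The paper states that the combination augmented STING signaling and type I interferons over either treatment. Against 6 Gy, Sting1 (0.02), Cgas (0.10) and Ifnk (0.19) were not called, and housekeeping scaling calls Sting1 (0.27), Cgas (0.37), Ifnk (0.44), Irf3 (0.20), Ifnar1 (0.11), Ifnar2 (0.27), Siglec1 (0.51), Parp8 (0.33), Enpp1 (0.22), Tnf (0.53) and Ifng (1.06) higher. Against INDO it calls Eme1 (0.29). The housekeeping list score had r = -0.64 with the first principal component, on which some tumors lie apart. Housekeeping CPM with 6 Gy + INDO on day 3 was 0.71 of control. It was also low in groups without a high-receptor tumor, at 0.75 with 6 Gy + INDO on day 1 and 0.76 with INDO on day 7. Other such groups were closer to control: 0.91 with 6 Gy + INDO on day 15, 0.94 and 1.09 with INDO on days 3 and 23, and 0.92 to 0.99 after 6 Gy. In 6 Gy + INDO against 6 Gy, housekeeping scaling shifted the median log2 fold change of all genes by 0.26. It called 14713 genes higher and 1051 lower. Sting1 (0.02 to 0.27), Cgas (0.10 to 0.37) and Ifnk (0.19 to 0.44) moved by about as much as that median. Their calls with this scaling cannot be told apart from the shift of all genes. Which scaling is closer to the true levels was not tested. The interaction of Sting1 (0.25, uncalled) is called with housekeeping scaling (0.38) and without day 15 (0.37), and with settings chosen after seeing the values: receptor covariate (0.34) and without high-receptor tumors (0.37). Of 17 higher calls of genes the paper names, the covariate drops 3 and leaving out high-receptor tumors 6, in both cases with Irf7 on day 3 with 6 Gy + INDO among them. The interaction was called for Ifnar2 (0.23) and Siglec1 (0.75), and both calls are lost without high-receptor tumors, with no filter and with tissue covariates. Housekeeping scaling also calls the interaction of Ifnar1 (0.21) and Enpp1 (0.39).

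The paper states that GM-CSF and CCL2 were elevated with 6 Gy + INDO. Csf2 was called over days (0.35), and Ccl2 was called against INDO (0.47) but not against control (0.19). The Csf2 call is lost without day 3 (0.28) or 15 (0.16), without high-receptor tumors (0.28) and with receptor (0.28) or tissue (0.37) covariates, and the Ccl2 call without day 1, 3 or 23. On day 3, Csf2 is called with DESeq2 (0.77), RLE factors (0.77), housekeeping scaling (1.07) and without control replicate 4 (0.82), and Ccl2 with housekeeping scaling (0.80 on day 3, 0.41 over days). Housekeeping scaling also calls Csf2 on day 7 (0.61), and both against 6 Gy (Csf2 0.32, Ccl2 0.39).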

Other observations

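The results for these lists were planned, and none of the tests in this part was added after the data were seen. Stromal genes were lower in every treatment over days: of 18 endothelial genes 16, 17 and 17 were lower with 6 Gy, INDO and 6 Gy + INDO (list adjusted p = 1.2e-23, 1e-14 and 4.3e-13, the last 2 at 0.16 and 0.26 with an estimated correlation). Of 22 fibroblast and matrix genes 21, 18 and 20 were lower (1.4e-21, 4.6e-13 and 3e-10, the last 2 at 0.22 and 0.29), and of 15 adipocyte genes 10, 10 and 11 (1.9e-11, 4.5e-06 and 0.00028, the last 2 at 0.32 each). Macrophage genes were lower for 15, 11 and 14 of 21 (1 higher with 6 Gy; 1 and 8 with 6 Gy + INDO under housekeeping scaling), with adjusted p = 1.4e-13, 0.0017 and 4.5e-05 (the last 2 at 0.57 and 0.32). Dendritic cell genes split 0 higher and 11 lower, 1 and 4, and 0 and 10 of 18 (7.4e-10, 0.1 and 0.00069, the last 0.29), and the last became 3 and 6 with housekeeping scaling. Neutrophil genes were lower for 2, 11 and 14 of 19 (0.043, 0.0019 and 0.00046, or 0.52, 0.57 and 0.32), and blood genes, mostly of red cells, for 5, 6 and 6 of 10 (0.0028, 0.0029 and 0.0052, or 0.27, 0.51 and 0.32).

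The interaction was positive for 16 of 22 fibroblast genes (list adjusted p = 2.1e-17) and 13 of 18 endothelial genes (3.7e-16), each 0.068 with an estimated correlation: the combined loss was smaller than the sum of the single losses. Examples are Ptx3, a secreted immune protein of stromal cells (2.97, SE 0.54, edgeR adjusted p = 0.00021), and Sfrp2, a Wnt antagonist of fibroblasts (2.59, SE 0.46). Hypoxia and glycolysis genes split 5 higher and 0 lower, 3 and 1, and 2 and 10 of 22 over days (0.047, 0.59 and 0.038, or 0.65 with an estimated correlation for the first and last), and the last became 5 and 1 with housekeeping scaling. Genes of p53 and the radiation response split 6 and 3, 0 and 9, and 7 and 10 of 32 (0.11, 0.06 and 0.38), and 5 and 3, 4 and 3, and 13 and 2 with housekeeping scaling. On day 1 after 6 Gy 10 were higher and 2 lower (0.028, or 0.22 with an estimated correlation), and 3 and 2 with that scaling. Proliferation genes split 5 and 0, 0 and 3, and 3 and 11 of 32 over days (0.087, 0.052 and 0.2), and 4 and 1, 0 and 1, and 15 and 2 with housekeeping scaling. Tumor epithelium genes split 2 and 1, 0 and 5, and 0 and 7 of 19 (0.3, 0.2 and 0.056), and 2 and 1, 1 and 1, and 4 and 3 with that scaling. Of 14 housekeeping genes 2 were higher and 3 lower, 1 and 8, and 1 and 10 (0.93, 0.029 and 0.0017, or 0.57 and 0.32 for the last 2). Skeletal muscle genes split 0 and 3, 0 and 0, and 0 and 1 of 25 (0.11, 0.4 and 0.46), with medians of 0.25, 0.03 and 0.17 although the test points down. No skin gene of 15 was called (0.67, 0.53 and 0.99).

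Numbers of called genes were set against other splits of the same tumors, 100 drawn or all 56 on days 15 and 23. On day 1 the real groups gave 3470, 3275 and 5361 (6 Gy, INDO, 6 Gy + INDO) and the highest other split 3466, 2327 and 3643. On day 3 they gave 1683, 1381 and 4256 against 179, 30 and 3047, and on day 7 3490, 5323 and 10071 against 1851, 1860 and 7032. For 6 Gy + INDO on day 15 the groups gave 282 against 1, and over days the groups gave 5823, 10037 and 15511 against 3965, 274 and 6184, and 13437 for 6 Gy + INDO against 6 Gy, where the highest other was 1958. In each of these 1 split, the real one, gave as many. Chance can be excluded for them, but less clearly for 6 Gy on day 1. There another split gave 3466 against the real 3470, and 100 of 126 possible splits were drawn. Leaving out 1 tumor moved the real count to between 2334 and 4409. For the interaction chance is excluded less clearly: 3 of 100 splits, the real one included, gave as many as 2226 genes, and 1 of them called 3594. For 6 Gy + INDO against INDO it cannot be excluded: 6 of 100 splits gave as many as the real 3159, up to 5645. Nor can it for 6 Gy + INDO on day 23, where 4 of 56 splits gave at least the real 1, up to 163. With a real count of 0 in edgeR, which any split reaches, all 56 splits gave as many for 6 Gy and INDO on day 15 (up to 588 and 99; the real groups gave 362 and 524 at the paper's limits without adjustment, and 24 and 140 with DESeq2) and day 23 (up to 938 and 672; 1208 and 1201, and 147 and 123). For 6 Gy + INDO on day 23 the split that calls 163 genes, where the real groups call 1, points to a structure of the samples, and what it is was not tested.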
